# Binding and Regulation of Transcription by Yeast Ste12 Variants To Drive Mating and Invasion Phenotypes

**DOI:** 10.1534/genetics.119.302929

**Published:** 2019-11-25

**Authors:** Wei Zhou, Michael W. Dorrity, Kerry L. Bubb, Christine Queitsch, Stanley Fields

**Keywords:** gene expression regulation, genome binding, phenotype, transcription factor, transcriptome

## Abstract

Amino acid substitutions are commonly found in human transcription factors, yet the functional consequences of much of this variation remain unknown, even in well-characterized DNA-binding domains. Here, we examine how six single-amino acid variants in the DNA-binding domain of Ste12—a yeast transcription factor regulating mating and invasion—alter Ste12 genome binding, motif recognition, and gene expression to yield markedly different phenotypes. Using a combination of the “calling-card” method, RNA sequencing, and HT-SELEX (high throughput systematic evolution of ligands by exponential enrichment), we find that variants with dissimilar binding and expression profiles can converge onto similar cellular behaviors. Mating-defective variants led to decreased expression of distinct subsets of genes necessary for mating. Hyper-invasive variants also decreased expression of subsets of genes involved in mating, but increased the expression of other subsets of genes associated with the cellular response to osmotic stress. While single-amino acid changes in the coding region of this transcription factor result in complex regulatory reconfiguration, the major phenotypic consequences for the cell appear to depend on changes in the expression of a small number of genes with related functions.

## Abstract (precis)

Here, Zhou *et al.* took advantage of *Saccharomyces cerevisiae* and its well-characterized mating and invasion pathways to explain how transcription factor variants alter motif recognition and gene expression, and ultimately, organismal phenotypes...

THE binding of transcription factors to *cis*-regulatory sequence motifs controls the expression of target genes. Genetic variation in either a transcription factor or the *cis*-regulatory sequences to which it binds creates variation in gene expression, driving phenotypic variation, evolution, and disease. Emphasis has focused on *cis*-regulatory variation and its effect on gene expression for multiple reasons. First, regulatory variation likely played a large role in evolution because it resulted in less-severe pleiotropic effects on whole-organism phenotypes, allowing for subtle cell or tissue changes rather than interfering with overall body plans (Wittkopp and Kalay 2012). Second, many trait-associated variants in human genome-wide association studies reside in or near regulatory DNA (Maurano *et al.* 2012), with single-nucleotide changes in a transcription factor-binding site capable of altering factor occupancy and resultant gene expression (Borneman *et al.* 2007; Reddy *et al.* 2012; Deplancke *et al.* 2016). Third, high-throughput *in vitro* assays for examining the binding of transcription factors to DNA sequences, using protein-binding microarrays (Berger *et al.* 2006) or sequencing-based technologies (Jolma *et al.* 2010; Stormo and Zhao 2010; Slattery *et al.* 2011; Hughes *et al.* 2018), are more amenable to testing large numbers of DNA sequences than large numbers of transcription factor variants.

However, recent findings have highlighted the need to evaluate the functional consequences of transcription factor coding variants. Despite their high conservation overall, the coding sequences of human transcription factors show abundant genetic variation, suggesting that most individuals contain unique repertoires of variant factors (Barrera *et al.* 2016). Compared to individual regulatory sequence variants, individual transcription factor variants can exert a far larger phenotypic impact by changing the expression of multiple downstream target genes. Variation in the coding sequence of a transcription factor may change its DNA-binding affinity, specificity, or both by altering the factor’s structure, or its oligomerization with itself or with cofactors. Although *in vitro* studies and modeling can predict the effects of variation on transcription factor–DNA binding (Barrera *et al.* 2016), few *in vivo* studies connect altered transcription factor binding to altered gene expression and whole-organism phenotypes.

Here, we took advantage of *Saccharomyces cerevisiae* and its well-characterized mating and invasion pathways, in an effort to explain how transcription factor variants alter motif recognition and gene expression, and ultimately organismal phenotypes. Yeast mating and invasion pathways converge on the highly conserved fungal transcription factor Ste12, which interacts differentially with cofactors to activate either mating or invasion. In yeast mating, Ste12 binds at mating pheromone-responsive genes as a homodimer (Wong Sak Hoi and Dumas 2010), or with the cofactors Mcm1 (Mead *et al.* 2002) and Matα1 (Yuan *et al.* 1993); Mcm1 also binds to numerous other genes, including ones involved in cell cycle progression, cell wall and membrane synthesis, and metabolism (Kuo and Grayhack 1994). The Ste12 DNA-binding site is the pheromone response element, whose consensus sequence is TGAAACA. In invasion, which is triggered by increased temperature and lack of nutrients, Ste12 and its cofactor Tec1 are both required to activate target genes, some of which contain a Ste12-binding site near the Tec1 consensus sequence (GAATGT), forming the filamentation response element (Bardwell *et al.* 1998).

We have previously shown that single-amino acid changes in a region of the Ste12 DNA-binding domain can shift the trait preference of yeast cells toward either mating or invasion, and that, at least in some cases, these changes result in altered *in vitro* DNA-binding preferences of the Ste12 variant (Dorrity *et al.* 2018). To interrogate how these *in vitro* preferences translate into markedly different organismal phenotypes, we generated *in vivo* genome-binding profiles and expression profiles of wild-type Ste12 and six Ste12 variants, previously shown to alter mating or invasion phenotypes. We used the calling-card method (Wang *et al.* 2007) to identify genomic sites bound *in vivo* for each variant. Although each variant binds a set of genomic sites with high reproducibility, there is a comparatively low degree of overlap between the genome-wide profiles of Ste12 variants, even among variants with shared mating and invasion phenotypes. Nevertheless, we find examples of specific changes in binding sites and expression that likely contribute to the observed phenotypes. By integrating binding and expression data, we conclude that while subtle changes in the coding region of this transcription factor can result in a large reconfiguration of expression, the major determinants of organismal phenotypes are the changes in the expression of a small, related set of genes.

## Materials and Methods

### Construction of a deleted *STE12* strain

We generated yeast strains in the BY4705 *MAT*α background whose copy of the *STE12* gene was deleted by site-specific genomic deletion (Gray *et al.* 2005). In the first step, yeast was transformed with a PCR fragment that contained the *URA3* gene flanked at each end with 40-bp of sequence corresponding to the flanking sequences of the *STE12* ORF. The *STE12* ORF was replaced with *URA3* by selecting for transformants in Ura− medium. In the second step, a PCR fragment was amplified that contained sequence flanking both sides of the deleted ORF, and this fragment was transformed into the strain generated in step 1 by selecting for loss of *URA3* on 5-fluoroorotic acid (5-FOA) medium. While *STE12* deletion resulted in completely sterile strains that were complemented by a plasmid-borne wild-type *STE12* gene, we did not confirm that the *URA3* gene was fully deleted. Thus, in the following Ste12 variant RNA sequencing (RNA-seq), we carried out differentially expressed gene analysis after filtering out *URA3*.

### *STE12* variant RNA-seq

The *STE12* locus from *S. cerevisiae* strain BY4705, including the intergenic regions, was introduced into the yeast vector pRS415 containing a *LEU2* marker (Mumberg *et al.* 1995). Individual point mutations were generated in wild-type *STE12* plasmids by site-directed mutagenesis (Q5; New England Biolabs, Beverly, MA). Plasmids were transformed into yeast (BY4705 *MAT*α) with a deleted endogenous copy of *STE12* by high-efficiency lithium acetate transformation (Gietz and Woods 2002). Cells were grown to exponential phase (five replicates). RNA was extracted using acid phenol extraction, as previously described (Cuperus *et al.* 2015). Total complementary DNA (cDNA) was generated using anchored oligo-dT primer and SuperScript IV (Life Technologies) (Cao *et al.* 2017). Second-strand synthesis was carried out at 16° for 180 min with NEBNext Second Strand Synthesis module (New England Biolabs). cDNA was tagmented with a Nextera tagmentation kit (Illumina) at 55° for 5 min. The reaction was stopped by adding 1 × DNA binding buffer (Zymo Research) and incubating at room temperature for 5 min. Each well was then purified using 1.5 × AMPure XP beads (Beckman, Fullerton, CA) and eluted in 16 μl of buffer EB (QIAGEN, Valencia, CA). Each sample was then mixed with 2 μl of 10-μM indexed P5 and P7 primers, and 20 μl NEBNext High-Fidelity 2 × PCR Master Mix (New England Biolabs). Amplification was carried out using the following program: 72° for 5 min; 98° for 30 sec; 10 cycles of 98° for 10 sec, 66° for 30 sec, and 72° for 1 min; and a final 72° for 5 min. The library was purified with 0.8 ×AMPure XP beads (Beckman) and prepared for sequencing using Illumina NextSeq.

### Construction of plasmids for a PiggyBac-based transposon-based calling-card method

A donor plasmid carrying the PiggyBac transposon and an SP1-PBase helper plasmid were obtained from Robi Mitra (Washington University in St. Louis). To use G418 and 5-FOA selection in yeast, a *KanMX* gene was inserted into the transposon region. We added an 8-bp (NNNNNNNN) unique molecular identifier (UMI) sequence to the transposon region of each copy of the donor plasmid to quantify unique insertion events per cell. For the helper plasmid, we replaced SP1 with a wild-type and variant full-length *STE12* fragment and fused it with the PiggyBac transposase to encode Ste12-PBase, whose expression is under the control of the galactose-inducible *GAL1* promoter. Gibson assembly products were introduced into *Escherichia coli* and the plasmid was isolated. Constructs were confirmed by Sanger sequencing.

### Transformation of cells and transposition of PiggyBac

Plasmids used for transformation were prepared using a plasmid miniprep kit (QIAGEN) following the manufacturer’s protocol. Paired donor plasmid and helper plasmid were transformed into yeast (BY4705 *MAT*α) by high-efficiency lithium acetate transformation (Gietz and Woods 2002). After transformation, cells were collected and put on the induction plates with galactose. Cells were induced for 5 days to express Ste12-PBase. Cells were then collected, diluted back to OD_600_ = 0.45, and cultured in rich medium for 6 hr recovery (to OD_600_ = ∼1.6). Cells were put onto selection plates with 5-FOA and G418 at varying dilutions for ∼2–3 days.

### Inverse PCR

Cells were collected from selection plates and genomic DNA was extracted from each sample using the Smash and Grab method, as described by Hoffman and Winston (1987). Each DNA sample was divided into two 20-μg aliquots and digested by *Taq*I and *Rsa*I (New England Biolabs) individually. Digested products were purified by DNA purification column (Zymo Research) and ligated overnight at 15° in dilute solution to encourage self-ligation. Self-ligated DNA was purified by DNA purification column (Zymo Research) and used as the template in an inverse PCR. Primers that anneal to the PiggyBac donor sequences (primer 316: 5′-GATGTCCTAAATGCACAGCGAC-3′ and primer 317: 5′-GAGGCGTGCTTGTCAATGC-3′) were used to amplify the genomic regions flanking the transposon, and then adaptor sequences that allow the PCR products to be sequenced on Illumina sequencing platforms were added by primer 367 (5′-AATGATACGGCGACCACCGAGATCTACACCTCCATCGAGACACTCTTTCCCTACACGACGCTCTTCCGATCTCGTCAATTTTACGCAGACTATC-3′) and 377 (5′-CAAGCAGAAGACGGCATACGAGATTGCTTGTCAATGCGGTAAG-3′). The PCR products were purified using a DNA purification column (Zymo Research). For each sample, the same amount of PCR product from digestion with each restriction endonuclease was pooled and submitted for Illumina sequencing.

### Processing of PiggyBac transposon-based calling-card data

Sequencing was completed on Illumina’s NextSeq platforms. The raw data included all fastq files from the PiggyBac transposase-only control, wild-type Ste12, and the six variants. Each sample had two replicates. In read 1, the first segment was the universal primer sequence—5′-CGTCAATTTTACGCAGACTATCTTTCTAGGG-3′—followed by the flanking genome sequence of 39 bp. The first 8 bp of read 2 was the UMI sequence used to identify unique insertion events. We first filtered sequence reads with high quality and mapped them back to the yeast genome. Then we quantified independent PiggyBac insertions based on the UMIs detected in each sample. Finally, we called significant PiggyBac insertion peaks by MACS2, a peak-calling algorithm (Zhang *et al.* 2008). Target genes were then assigned to insertion peaks that were within 1000-bp 5′ or 200-bp 3′ of the transcription start site for that gene (Wang *et al.* 2011). For each gene, we normalized the detected UMIs to the total UMIs in each sample, log-transformed the data, and generated a gene count matrix. We determined the fraction of total UMIs near a subset of genes and then performed a proportion test to identify genes with a significantly changed fraction of UMIs mapping in the Ste12 variant compared to in the wild-type.

### Motif analysis for PiggyBac transposon-based calling-card data

Insertions with counts above the 85th percentile were identified as “high-count insertions.” We identified 300-bp windows around each high-count insertion, and then merged the windows (bedops -m) to generate high-insertion-count sites for each replicate. We extracted the sequence from these windows and attempted to identify *de novo* motifs using MEME (Bailey *et al.* 2009). We also scanned these sequences for a set of known yeast motifs (Teixeira *et al.* 2014) using fimo (Grant *et al.* 2011). We tallied the coincidence of known motifs, normalizing by the number of merged high-insertion-count windows. We used DESeq2 (Love *et al.* 2014) to identify motif pairs that appeared at different frequencies in the variants, taking advantage of the replicate data. We identified 529 pairs with log10 (mean motif-pair count across transcription factor variants) > 1 and dispersion levels greater than expected for that mean.

### HT-SELEX

We purified fragments of Ste12(1–215) expressed from pGEX-4T-2 vectors. These protein fragments have been used previously (Dorrity *et al.* 2018) and are sufficient for binding *in vitro*. Fragments of wild-type and variant Ste12 proteins were purified using a GST tag, and used for HT-SELEX (high throughput systematic evolution of ligands by exponential enrichment). SELEX reactions with homogenous and mixed protein populations were performed identically to previous work (Jolma *et al.* 2015). Briefly, a 50-μl reaction containing purified Ste12 (1:25 M ratio with DNA), 200 ng nonspecific competitor double-stranded nucleic acid poly (dI/dC), and 100 ng selection ligand (36N) were incubated in binding buffer [140 mM KCl, 5 mM NaCl, 1 mM K_2_HPO_4_, 2 mM MgSO_4_, 20 mM HEPES (pH 7.05), 100 μM EGTA, and 1 μM ZnSO_4_] for 2 hr. GST Sepharose (GE Healthcare) beads were added to each reaction, incubated for 30 min, and unbound ligand was removed using seven buffer washes. Output reactions were amplified by PCR after each round and these products were subsequently used to prepare high-throughput sequencing libraries. SELEX motif enrichments were analyzed using Autoseed software (Jolma *et al.* 2015). The pool of binding-selected output sequences was compared against a fully random input sequence pool to identify enriched motif sequences.

### Motif analysis for HT-SELEX data

All possible 10mers were computed among the bound sequences observed in round five of SELEX for each Ste12 variant, a pool that should contain an enrichment of bound sequences. The 10mer counts for all output sequences were then normalized to the counts of each of those 10mers in the random oligo pool used as the input ligand for HT-SELEX. For each variant, the top enriched sequences were determined as those whose 10mer enrichment was three SD above the mean enrichment of all 10mers. WebLogos were generated using MEME by searching for enriched motifs among these highly enriched 10mer sequences for each variant.

### Data availability

High-throughput sequencing reads, along with data sets showing calculated insertion scores for each variant (two replicates) and transcriptome data (five replicates), have been submitted to the Gene Expression Omnibus (GEO) under accession numbers: GSE141713. Supplemental material available at figshare: https://doi.org/10.25386/genetics.10326800.

## Results

### A PiggyBac-based calling card identifies binding sites of Ste12 and Ste12 variants

We previously conducted a deep mutational scan of a segment of the Ste12 DNA-binding domain, and subjected yeast cells carrying a library of these variant Ste12 proteins to selection for either mating or invasion (Dorrity *et al.* 2018). For the mating selection, *MAT***a** cells with *STE12* variants were mixed with *MAT*α cells and selected using auxotrophic markers that would be present only in mated diploids. For the invasion selection, the yeast were incubated on plates until invasion had occurred and then washed from the plate surface, such that only cells embedded in the agar should remain. We identified Ste12 variants with single-amino acid changes in the DNA-binding domain that altered the preferences of yeast cells in their mating or invasion traits. To determine how the genomic targets of Ste12 might differ depending on these amino acid changes, we chose six Ste12 variants with altered mating or invasion phenotypes (Figure 1A, variants annotated by color). We included three variants that caused reduced mating, one of which led to wild-type invasion (A160P) and two to hyper-invasiveness (K152L and K146D). We included three other variants that mate like wild-type yeast, two of which are hyper-invasive (K150A and K150I) and one defective for invasion (S158H).

**Figure 1:**
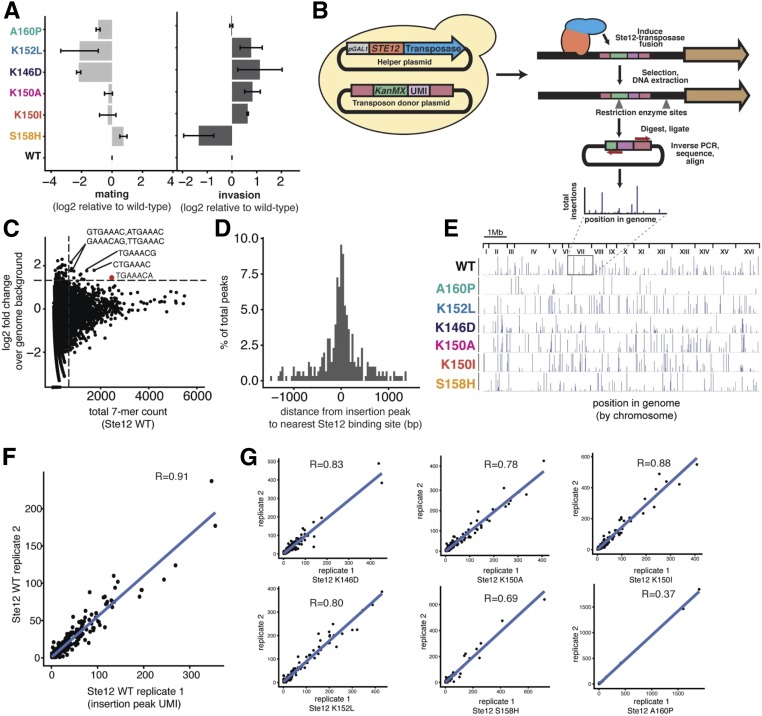
A PiggyBac transposon-based calling-card method identifies genome-wide binding profiles for WT Ste12 and its six variants. (A) Mating and invasion phenotypes of selected Ste12 variants (Dorrity *et al.* 2018); the *x*-axis shows the mating or invasion score based on high-throughput trait selection assay, the *y*-axis shows six variants, error bars indicate SEs of replicates, and variants with different phenotypes are annotated by different colors. (B) PiggyBac transposon-based calling-card method workflow with key steps. (C) 7-mer analysis of the region 100 bp around each insertion peak. Each point represents a unique 7-mer sequence; the *x*-axis shows the total count of each 7-mer and the *y*-axis shows the relative enrichment of each 7-mer over the genome background. Dashed lines represent the count threshold used to identify enriched 7-mers. (D) The distribution of distances between each insertion peak and its closest Ste12-binding site. The *x*-axis specifies the distance from the center of the Ste12-binding site. The *y*-axis is the proportion of detected insertion peaks. (E) The genome-wide PiggyBac insertion patterns of each variant shown along the 16 *S. cerevisiae* chromosomes. (F) Correlation analysis between two WT Ste12 replicates in the PiggyBac transposon-based calling-card experiments. (G) Correlation analysis between the two replicates for each of the six Ste12 variants in the calling-card experiments. UMI, unique molecular identifier; WT, wild-type.

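Binding in the cell was measured by fusing each Ste12 protein to the PiggyBac transposase, which inserts a marked transposon into DNA close to the place where the fusion is bound. The fusions were made from the galactose-inducible GAL1 promoter in a mating-competent strain that kept its own STE12 gene, and the transposon on the donor plasmid carried a random sequence tag, the unique molecular identifier (UMI), so that independent insertions could be counted. Wild-type Ste12 and the 6 variants K146D, K150A, K150I, K152L, S158H and A160P had 2 replicates each, 14 libraries in all. The authors mapped the reads to the yeast genome, counted insertions by their UMIs, called insertion peaks with MACS2, and deposited 1 list of 2188 peaks with positions on the R64 assembly. The value given for each peak and library was the natural log of UMIs per 1000000 plus 1. The mapping tool, and whether peaks were called in each library or in all libraries together, are not given in the sources used here. Turning the values back gave whole UMIs, within 0.001, for 100% of 30632 values. The UMIs in peaks numbered 12778 and 6165 in the wild-type replicates, 6950 and 7035 for A160P, 8399 and 8997 for K146D, 8852 and 8723 for K150A, 6631 and 9456 for K150I, 8479 and 8164 for K152L, and 5904 and 6066 for S158H. In each of them a count of 0 allows up to 3 UMIs, for counting error only. The replicates of a genotype differed by more than counting error, with a chi-square per degree of freedom from 1.85 for K146D to 3.11 for K152L over the peaks with enough UMIs. A peak was taken as a site of a genotype when both replicates had at least 3 UMIs in it. A gene was taken as a target when a site overlapped, by at least 1 bp, the window from 1000 bp 5′ to 200 bp 3′ of its coding start, because the annotation used gave coding spans and not transcription start sites. UMIs were then summed over the peaks of each gene's window. Each variant was set against wild type with the proportion test and Fisher's exact test on UMIs pooled over replicates, which take UMIs as independent, and with limma on log2(UMIs per 1000000 + 100), which uses the spread between replicates and understates the change of genes with few UMIs. Libraries of the transposase alone were not used here.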

We used the transposon-based calling-card method (Wang *et al.* 2007) to identify the binding sites of these variants *in vivo* and genome-wide. This method fuses a transcription factor to a transposase such that the transcription factor directs transposon insertion into the genome at a TTAA site nearby to where it is bound. Following the transposition events, genomic sites that were used for transposition were amplified and characterized by high-throughput DNA sequencing (Wang *et al.* 2011). We designed two plasmids for use of this method in yeast with the PiggyBac transposon (Figure 1B). First, we constructed a donor plasmid that carries the PiggyBac transposon containing a G418-resistance marker (*KanMX*) and a *URA3* marker. We quantified unique insertion events per cell using a random 8-bp UMI sequence in the transposon region of each copy of the donor plasmid. Second, we constructed a helper plasmid that encodes a fusion of the full-length Ste12 protein to the PiggyBac transposase (Ste12-PBase), whose expression is under the control of the galactose-inducible *GAL1* promoter. We cotransformed both of these plasmids into the *MAT*α *STE^+^* BY4705 strain (Brachmann *et al.* 1998). This mating-competent strain was used because the Ste12-PBase acts dominantly in transposition and would be induced in cells that have an intact mating regulatory program.

We induced the Ste12-PBase, which results in the insertion of the transposon near sites bound by a variant Ste12 protein and the conversion of cells with these insertions to G418 resistance. We then measured the chromosomal acquisition of the transposon-borne *KanMX* marker in cells that had lost the donor plasmid. The cells were identified by selection in media with G418, which requires the *KanMX* marker, and with 5-FOA, which is toxic for cells that have Ura3 activity (Boeke *et al.* 1987). We found that the transposition efficiency of PiggyBac in yeast is ∼10% (Supplemental Material, Figure S1). To reveal the genomic DNA sequences flanking the end of the transposon, we isolated genomic DNA from colonies grown in 5-FOA and G418, cleaved it with *Taq*I or *Rsa*I, and recircularized the resulting fragments through ligation in dilute solution. We carried out inverse PCR to amplify fragments containing the end of the PiggyBac transposon and sequenced the PCR product (see *Materials and Methods*).

For wild-type Ste12, we obtained a total of 327 significant insertion peaks throughout the genome (Figure S2A). 

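At least 3 UMIs were found in both wild-type replicates at 275 peaks, which together held 86.8% of the wild-type UMIs. The number moved most with replicate 2 left out, when 559 peaks had 3 UMIs in replicate 1, against 282 in replicate 2 with replicate 1 left out. A minimum of 1 UMI in both replicates gave 379 sites, a minimum of 10 gave 161, and thinning every library to the total of the smallest gave 251. The wild-type site with the most UMIs lay on chromosome III of R64 from 27806 to 27976, in the windows of KAR4 and PEX34, and held 347 and 237 UMIs in the 2 replicates, 2.72% and 3.84% of their totals. The next, on chromosome XVI from 894156 to 894382, was in no gene's window and held 355 and 177 UMIs. The site on chromosome XII from 954131 to 954253, in the windows of PUN1 and VPS36, held 269 and 124.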

A 7-mer analysis of the 100-bp region around each insertion found that highly enriched 7-mers include the common sequence TGAAAC (Figure 1C), indicating that the Ste12-PBase fusion protein most frequently deposited the transposon near canonical Ste12-binding sites, as previously shown with the calling-card method (Wang *et al.* 2007). Nearly one-half (49.2%) of the insertions had such a canonical site within 200 bp (Figure 1D), which is comparable to the detection resolution from the chromatin immunoprecipitation sequencing method (Zheng *et al.* 2010). 

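Of the wild-type sites, 205 overlapped the promoter window of at least 1 gene. These windows belonged to 278 genes, since a site between divergent genes can lie in the windows of both. KAR4, FUS1, TEC1, SST2, PRM3, AGA1, SAG1, FIG2, FUS2, SHO1, MSB2, KSS1 and STE12 itself were among them. PRM1, GPA1, FAR1, SIP18, SPG4, GRE1 and FLO11 were not, at the minimum of 3 UMIs in both replicates. The GPA1 window held 2 UMIs in the first wild-type replicate and 0 in the second, and no peak of the list overlapped the windows of FAR1, SIP18, SPG4, GRE1 or FLO11.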

By assigning the insertion peaks to nearby genes (see *Materials and Methods*), we obtained a total of 264 gene targets. Gene ontology (GO) analysis revealed that these genes are most enriched [false discovery rate (FDR) < 0.001] for cell fusion or pheromone response pathways (Figure S2B). Thus, while Ste12-PBase was expressed under the control of the *GAL1* promoter, which is much stronger than the *STE12* promoter, the insertions fell into expected genes, suggesting that the high expression did not substantially affect Ste12 binding to the yeast genome.

The genome-wide insertion patterns for the six Ste12 variants were also characterized by the calling-card method (Figure 1E). 

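Over all peaks, the UMIs of the 2 replicates had a Pearson r of 0.964 for wild type, 0.967 for K146D, 0.982 for both K150A and K150I, 0.984 for K152L, 0.978 for S158H and 0.999 for A160P. These correlations run across peaks of 2 libraries, and peaks are not independent replicates. In A160P 2 peaks held 50.4% and 47.0% of the UMIs in its replicates, against 5.49% and 6.72% for the 2 largest peaks of wild type. Leaving these 2 peaks out moved the A160P r only to 0.997. The scale moved the values most. On log10(UMI count + 1) the r was 0.833 for wild type and 0.803 for A160P, and Spearman's rho over all peaks was lowest for K152L, at 0.538, and highest for S158H, at 0.747.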

Individual Ste12 variants showed a high degree of overlap between their experimental replicates [Figure 1, F and G; Pearson correlation coefficient ranged from *r* = 0.69–0.91, apart from A160P (*r* = 0.37), which resulted in the detection of only a few calling-card insertion peaks and thus had a relatively low correlation coefficient]. The fact that the variants yielded reproducible data also suggests that the high Ste12-PBase expression did not lead to adventitious nonspecific binding. However, pairwise comparisons revealed that the overlap among variants ranged only between 10 and 20%. 

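The sites shared by 2 variants, as a share of the union of their sites, ranged from 3.77% for A160P and K150I, with 10 sites in common, to 14.3% for K150A and S158H, with 59, and the median of the 15 pairs of variants was 7.78%. Between the 2 replicates of 1 genotype, peaks with at least 3 UMIs in 1 library were shared at 40.5% for A160P to 66.0% for K146D by the same measure. The median overlap between variants moved most when it was taken as a share of the smaller set, which gave 8.13% to 29.6% with a median of 23.1%. With replicate 1 of A160P left out, the highest overlap was 23.8%. Thinning every library to the total of the smallest left the range at 2.71% to 14.7%, all below the overlap of replicates.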

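K146D had 347 sites and K152L had 113. They shared 30 sites, 6.98% of the union and 26.5% of the smaller set, so 93.0% of the union was found in 1 of the 2 variants. The share of the union was 11.0% at a minimum of 1 UMI, and 13.2% with replicate 1 of K152L left out. Wild type shared 52 sites with K146D (9.12% of the union) and 29 with K152L (8.08%). The strongest K146D sites included a peak on chromosome IV of R64 from 220334 to 220435 with 175 and 195 UMIs in its 2 replicates and 0 in the 12 libraries of the other genotypes.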

Even for the two variants with the highest degree of overlap in target sites, K146D and K152L, 80% of the sites differed, despite their similar organismal phenotypes (Figure S3A). 

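Sites in wild type and all 6 variants numbered 6 at a minimum of 3 UMIs in both replicates of each genotype, 14 at a minimum of 1 UMI and 0 at a minimum of 10. The 6 lay in the promoter windows of MSB2 (chromosome VII of R64, from 516007 to 516110), STE12 (VIII, 273750 to 273878), CHS7 and RPL42B (VIII, 383163 to 383356), SAG1 and APL1 (X, 445330 to 445752), PRY2 (XI, 463786 to 463996) and FUS2 (XIII, 736491 to 736980). At the minimum of 1 UMI they included the KAR4 site, with 2 to 347 UMIs per library, and a site of TEC1 on chromosome II from 408830 to 409225, with 1 to 116 UMIs per library. KAR4 (YCL055W) has its coding span on chromosome III from 27929 to 28936, TEC1 (YBR083W) on chromosome II from 409169 to 410629, and FUS1 (YCL027W), which encodes a membrane protein of cell fusion, on chromosome III from 71803 to 73341. The FUS1 window held 23 and 9 UMIs in wild type and from 20 to 191 in each library of K146D, K150A, K150I and S158H. It held 0 and 3 UMIs in A160P and 1 and 4 in K152L.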

For those sites that were common in all the variants, we found that their nearby genes are classical targets of Ste12, and critical to either the mating or invasion phenotype (*e.g.*, *KAR4*, *FUS1*, and *TEC1*; Figure S3B). These results indicate that single-amino acid changes in the Ste12 DNA-binding domain led to many gains and losses of binding sites throughout the genome. However, even though the Ste12 variants bound overall to highly divergent sets of genomic sites, it is the binding sites that are in common that likely explain the key phenotypic differences.

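At least 1 genotype had a site at 1053 of the peaks, and 792 of these were sites in 1 genotype alone. By limma on the UMIs of each gene's window, over 985 genes with at least 3 UMIs in at least 2 libraries, 398 genes differed from wild type in A160P (293 lower and 105 higher), 482 in K146D (230 and 252), 420 in K150A (234 and 186), 392 in K150I (258 and 134), 365 in K152L (258 and 107) and 409 in S158H (245 and 164) at an adjusted p below 0.05. DESeq2 on the recovered UMIs called far fewer, 81, 71, 86, 93, 119 and 100 in the same order, 550 in all against 2466, so the numbers depend on the model. edgeR on the recovered UMIs, added after the values were seen, called 363, 451, 403, 376, 385 and 364, 2342 in all. Each genotype had 2 libraries, and all 14 shared 1 estimate of the spread in the limma fit. The fit divides by each library's total UMIs. In A160P 2 peaks held 50.4% and 47.0% of these, which lowers the share of every other A160P window. This applies to A160P shares at single genes too. With the largest peaks left out of the library size, limma made 2416 calls over all variants, and those of A160P were not counted apart. The count over the genes that the text names moved most when wild-type replicate 2 was left out, from 51 calls to 37. From the low overlap between the sites of different variants, next to the higher overlap of replicates, the paper concludes that single changes in the DNA-binding domain brought many gains and losses of binding sites.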

### Transcriptome profiling of wild-type and variant Ste12 proteins

We sought to compare the DNA-binding sites of the Ste12 variants with genome-wide expression patterns induced by these variant proteins. We generated variant Ste12 proteins by introducing single-amino acid changes into the *STE12* gene under the control of its own promoter and carried on a centromere-based plasmid, and transformed the plasmids into a *ste12*Δ version of the BY4705 strain, which was generated through a site-specific genomic deletion method (see *Materials and Methods*). 

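BY4705 is a laboratory strain of Saccharomyces cerevisiae of the MATα mating type, and pRS415, which carried STE12, is a plasmid kept at low copy number by its centromere and selected by its LEU2 gene. The chromosomal copy of STE12 had been replaced with URA3, and cells that had lost URA3 were then selected. The authors state that its full deletion was not established, and they left URA3 out of the test for that reason. RNA was primed with an oligo-dT carrying a UMI and a well index, the cDNA was tagmented and sequenced, and the authors deposited UMI counts for 7124 genes, without normalization. The aligner, the counting tool and the annotation are not given in the sources used here. Wild type and each of the 6 variants had 5 replicates, 35 libraries in all. The lowest, median and highest totals of UMIs per library were 1852831, 2527748 and 3713381 for wild type, 2023438, 3642341 and 5481822 for A160P, 1039390, 3923884 and 5054173 for K146D, 1613228, 3037712 and 3721261 for K150A, 1577778, 3072704 and 4528833 for K150I, 2017826, 3781096 and 4477222 for K152L, and 1648904, 3616915 and 3839794 for S158H. Replicates 4 and 5 had a median of 2035309.5 UMIs, fewer than the median of 3721261 in replicates 1 to 3. The 6139 genes with enough UMIs were tested with edgeR's quasi-likelihood test after TMM normalization and Benjamini-Hochberg adjustment, in 1 fit of all 35 libraries without URA3. Levels are given as counts per 1000000 (CPM) after TMM normalization, and an adjusted p below 0.05 was taken as a call. The first principal component, with 54.3% of the variance, parted replicates 1 to 3 from replicates 4 and 5 in all 7 genotypes.

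**Figure D1:**
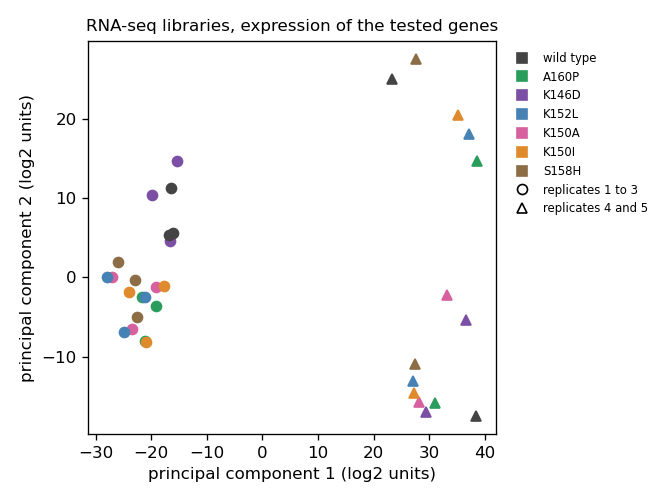
Scores of the 35 RNA-seq libraries on the first (horizontal axis, 54.3% of the variance) and second (vertical axis, 11.0%) principal components of log2 CPM, with 1 color per genotype, circles for replicates 1 to 3 and triangles for replicates 4 and 5. In each of the 7 genotypes the circles and the triangles lie on opposite sides of the first component.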

Cells were grown to exponential phase and total RNA was obtained. We carried out RNA-seq (five replicates) to generate the transcriptome for each variant, which yielded a combined total of 145 differentially expressed genes from the six variant strains when compared with wild-type Ste12, with an FDR of 5%. 

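Over the 6 comparisons with wild type, 83 genes were called at an adjusted p below 0.05 in at least 1 variant by edgeR's quasi-likelihood test. The number moved most when experiment 1 (replicates 1 and 2) was analysed alone, which called 654, while experiment 2 (replicates 3 to 5) alone called 26. The fit with replicate number as a block, which removes differences shared by the libraries of the same number, called 454. DESeq2 called 117 genes, and leaving out each library in turn gave 66 to 91.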

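Between the 5 wild-type libraries, Pearson's r of log10(CPM + 1) over genes ranged from 0.954, for replicates 3 and 4, to 0.994, with a median of 0.971 over the 10 pairs. The r is across genes, which are not independent replicates. The 3 pairs within replicates 1 to 3 had the highest values, 0.991 to 0.994. Limiting the genes to those with enough UMIs for the test moved the lowest value most, to 0.919.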

Replicability of the assay was high (Figure 2B; Pearson correlation coefficient range *r* = 0.97–0.99). The numbers of differentially expressed genes in the variant strains ranged from 15 to 84, but the numbers of these genes did not correlate with the severity of the altered mating or invasion phenotypes.

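A160P had 57 differentially expressed genes (52 lower and 5 higher than wild type), K152L 55 (44 lower and 11 higher), K146D 43 (42 lower and 1 higher), K150A 36 (19 lower and 17 higher), K150I 4 (1 lower and 3 higher) and S158H 0, by edgeR's quasi-likelihood test. At an unadjusted p below 0.05, S158H had 179 genes. DESeq2 called 69 genes in A160P, 73 in K152L, 57 in K146D, 57 in K150A, 9 in K150I and 2 in S158H. With replicate number as a block the counts were 159, 222, 118, 296, 24 and 73. The balance of lower and higher genes moved too. K152L had 141 lower and 81 higher genes in the block fit and 192 and 182 in experiment 1 alone. K150A had 163 and 133 in the block fit, 156 and 178 in experiment 1 alone, and 6 and 11 when fitted with wild type alone. Of its calls in the fit of all libraries, 2 lower and 11 higher had an absolute log2 fold change above 1. The K150A count fell to 20 without K150A replicate 2 or wild-type replicate 3, to 21 without K150A replicate 1 and to 23 without wild-type replicate 1. The K150I count was 2 without K150I replicate 5 or wild-type replicate 3, and S158H had 1 call without wild-type replicate 4. A fit that called 0 genes in S158H does not exclude differences too small for the spread between its libraries.

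**Figure D2:**
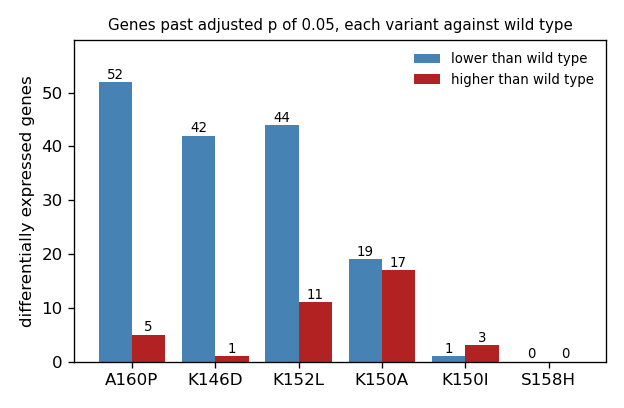
Genes lower (blue bars) and higher (red bars) than in wild type at an adjusted p below 0.05 by edgeR's quasi-likelihood test, as numbers of genes on the vertical axis, for each of the 6 variants on the horizontal axis. Lower genes outnumber higher genes in A160P (52 and 5), K146D (42 and 1) and K152L (44 and 11), and are close to them in number in K150A (19 and 17) in this fit.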

**Figure 2:**
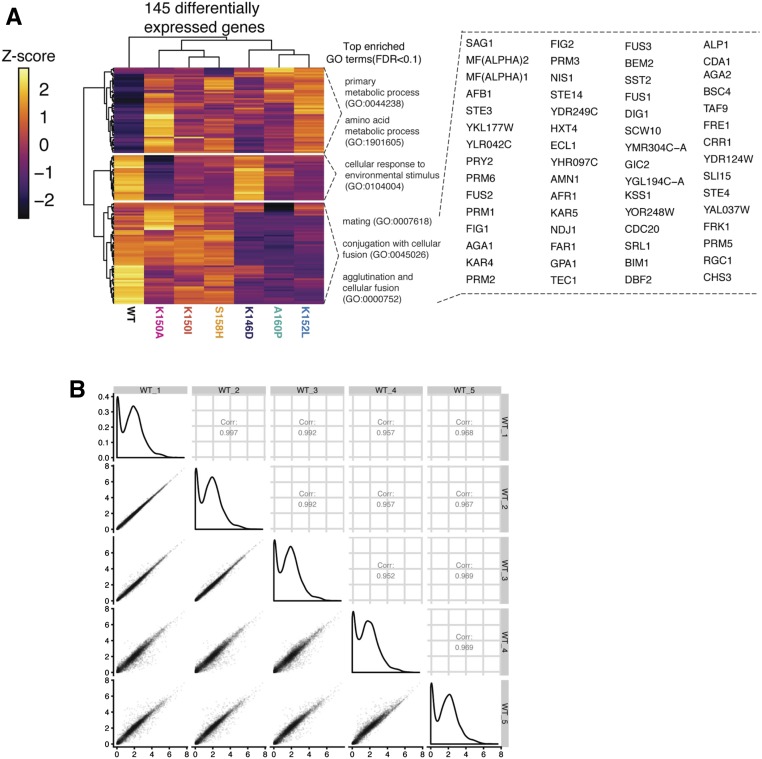
RNA-seq reveals gene targets of Ste12 and six variants. (A) Heatmap showing the clusters of differentially expressed genes across variants. The colors in the heatmap indicate the expression level of each gene normalized by library size, log-transformed and then mapped to the z-score. The top enriched GO terms in each cluster are included. The differentially expressed genes of the bottom cluster are shown on the right. (B) Correlation analysis between the replicates of WT Ste12 in the RNA-seq experiments. Left of the diagonal: correlation plots showing the Pearson’s correlations (*r*) between pairs of the replicates of WT Ste12 in the RNA-seq experiments. Diagonal: plots showing the distribution of the transcriptome of each replicate of the WT Ste12. Right of the diagonal: correlation plots showing the Pearson’s correlations (*r*) of the transcriptome of each pair of replicates of the WT Ste12. FDR, false discovery rate; GO, gene ontology; RNA-seq, RNA sequencing; WT, wild-type.

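The differentially expressed genes of the 6 variants were clustered on their log2(CPM + 1), scaled per gene to a mean of 0 and an SD of 1 over the 35 libraries, with 1 minus Pearson's r as the distance and complete linkage. Taken as 3 groups, they held 60, 8 and 15 genes.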

Unsupervised hierarchical cluster analysis of the data revealed three main differentially expressed groups of genes (Figure 2A). We used GO annotations to identify significant biological process terms (FDR < 0.1) for each cluster. 

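The group of 60 genes contained the 33 genes that were lower in A160P, K146D and K152L alike, and AGA1, FAR1, FIG2, FUS1, FUS2, GPA1, KAR4, MSB2, PRM1, PRM3, SAG1, SST2 and TEC1. Its mean scaled level was 0.99 in wild type, −0.98 in A160P, −0.72 in K146D and −0.66 in K152L. In the variants that still mate it lay between, at 0.55 in K150I, 0.54 in S158H and 0.27 in K150A. These means describe genes chosen for differing between genotypes, so they are no test.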

For the largest cluster (bottom, Figure 2A), the top enriched GO terms included mating, conjugation with cellular fusion, and agglutination. 

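The group of 8 genes, KSS1 among them, had its highest mean scaled level in wild type (1.13) and its lowest in K150A (−1.01). The group of 15 genes held SIP18, SPG4, GRE1 and STE12. It was lowest in wild type (−1.24) and highest in K152L (0.67) and K150A (0.60).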

For the other two clusters, the top enriched GO terms were associated with primary metabolic process and cellular response to environmental stimulus. Thus, the examination of differential gene expression revealed major clusters of genes, with many of these concordant with changes in mating and invasion phenotypes.

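Between pairs of variants, the Pearson r of the log2 fold changes over the tested genes ran from 0.320 for K146D and S158H to 0.761 for A160P and K152L. All comparisons used the same 5 wild-type libraries, which alone gave a median r of 0.505 in 20 simulated sets of unchanged groups. The simulated values ran from 0.446 to 0.575. That range takes genes as independent and leaves out any pairing of libraries by replicate number. Since 3 pairs of variants lay below it, it is too narrow to set single pairs apart from no change. After A160P with K152L the highest r were those of K150A with K150I (0.709), K146D with K152L (0.648), K150I with S158H (0.640), K152L with S158H (0.636), A160P with K146D (0.635), K150A with K152L (0.626) and K150I with K152L (0.611). The r is across genes, which are not independent. Lower calls shared by pairs of variants numbered 39 for A160P and K152L, 38 for A160P and K146D, and 33 for K146D and K152L, against 13 for K150A and K152L and 1 for K150A and K150I. From the grouping of genes and their annotated roles, the paper reasons that many of the changes in expression are concordant with the mating and invasion phenotypes.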

### Loss of mating proficiency correlates with loss of DNA binding

Amino acid changes in the DNA-binding domain of a transcription factor potentially disrupt its DNA-binding affinity, resulting in the downregulation of common gene targets and phenotypic changes. To determine whether substitutions in Ste12 reduce its binding to genomic DNA, we compared DNA-binding activities across variants as the number of G418-resistant colonies (transposition efficiency); interaction between Ste12 and DNA provides the basis for the acquisition of the *KanMX* marker and G418 resistance. We found that the transposition efficiencies of the three mating-defective variants were only ∼10% of the wild-type and mating-competent variants (Figure 3, A and B), suggesting that the mating-defective variants have decreased affinities for DNA. For example, A160P, a mating-deficient variant, resulted in the fewest insertion sites in the calling-card experiment (Figure 3A), and the vast majority of genes differentially expressed between A160P and wild-type were downregulated in A160P (50 out of 63, Figure 3C). 

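With at least 3 UMIs in both replicates, A160P had 123 sites, K152L 113, K150A 229, S158H 242 and K146D 347, with K150I between A160P and K150A. Which genotype had the fewest depended on the minimum. With a minimum of 10 UMIs A160P had 21 sites, S158H 68 and K152L 84, with a minimum of 1 UMI K152L had 242, K150I 282, wild type 379 and A160P 389, and after thinning to the smallest library A160P had 92 and K152L 103. Counted in 1 replicate alone, A160P had 192 sites without replicate 2 and 235 without replicate 1, and K152L 147 and 176. The A160P peak with the most UMIs, on chromosome XI of R64 from 275059 to 275168 in the window of CAB3, held 1901 and 1844 UMIs, and the next, on chromosome VIII from 455557 to 455665 in the window of ROF1, held 1600 and 1464. In the RNA-seq data, 91.2% of the differentially expressed genes of A160P were lower than in wild type (Wilson 95% interval 81.1% to 96.2%, which takes genes as independent). The share was lowest, at 60.4%, when experiment 1 was analysed alone, and the block fit gave 78.6%. The largest decrease among the A160P genes was that of SAG1, followed by MF(ALPHA)2 (YGL089C, chromosome VII from 344791 to 345153), an α-factor gene whose UMIs the authors' counting could have split with its paralog, with a log2 fold change of −5.13 (standard error 0.51, adjusted p = 1.8e-08, edgeR). The largest increases were those of STE12, at 1.85 (standard error 0.25, adjusted p = 6.4e-06, edgeR), PHO5, at 1.10 (standard error 0.27, adjusted p = 0.0312, edgeR), and PRY3, at 1.00 (standard error 0.24, adjusted p = 0.0307, edgeR). PHO5 was not called without A160P replicate 4 or 5 or wild-type replicate 1, 2, 3 or 5 (0.76 to 1.14), nor PRY3 without A160P replicate 1, 2 or 3 or wild-type replicate 2, 3, 4 or 5 (0.84 to 1.05), and neither was called when A160P was fitted with wild type alone.

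**Figure D3:**
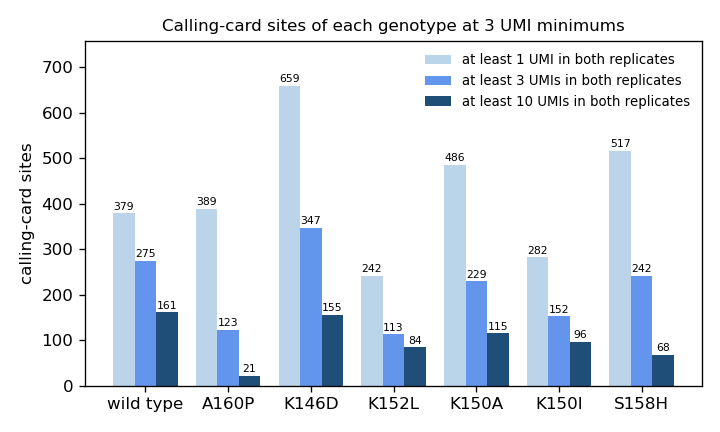
Number of calling-card sites (vertical axis) in wild type and the 6 variants (horizontal axis), with 1 bar for each minimum of 1, 3 and 10 UMIs in both replicates. A160P has the fewest sites at a minimum of 10 UMIs (21) and K152L at minimums of 3 (113) and 1 (242).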

Eighteen out of 50 of the significantly downregulated differentially expressed genes in the A160P variant were also expressed at a lower level in the other mating-deficient variants (Figure 3D), and these overlapping downregulated genes act at every step of mating process. For example, *GPA1* encodes the α subunit of the G protein that mediates pheromone sensing at the initial step of the process. 

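Lower in all 3 mating-defective variants at an adjusted p below 0.05 by edgeR's quasi-likelihood test were 33 genes, namely AGA1, ALP1, BEM2, CHS3, DIG1, DSL1, ECL1, FAR1, FIG1, FRE1, FUS1, FUS2, FUS3, GIC2, GPA1, HSL7, KAR4, KAR5, NDJ1, NIS1, PEX8, PPG1, PRM1, PRM5, RGC1, SAG1, SCW10, SST2, TEC1, YBP2, YCL021W-A, YDR249C and YGL194C-A. In 20 simulated sets of unchanged groups set against the same wild-type libraries, 0 genes were shared. The simulation took genes as independent and left out any pairing of libraries by replicate number. The fit with replicate number as a block gave 69 genes, the fits of each variant with wild type alone 15, and experiment 2 alone 11. Replicates 4 and 5 alone, chosen later, gave 7. Leaving out each library in turn gave 26 to 33 genes. PRM1 and YBP2 each dropped out in 23 of these 35 fits and ECL1 in 22. Any other gene dropped out in at most 7. STE12 was the 1 gene higher in all 3.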

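GPA1 (YHR005C) has its coding span on chromosome VIII of R64 from 113499 to 114917. Its transcript stood at 165 ± 11.9 CPM in wild type, 56.2 ± 6.41 in A160P, 71.4 ± 4.03 in K146D and 75.5 ± 11.3 in K152L (SD, n = 5 each). The log2 fold changes were −1.56 in A160P (standard error 0.11, adjusted p = 7.5e-12, edgeR), −1.21 in K146D (standard error 0.11, adjusted p = 5.4e-09, edgeR) and −1.13 in K152L (standard error 0.11, adjusted p = 1.6e-08, edgeR). With each library left out in turn, they stayed at −1.60 to −1.50, −1.24 to −1.18 and −1.20 to −1.06. In the variants that still mate GPA1 was not called, with log2 fold changes of −0.03 in K150A, 0.11 in K150I and −0.28 in S158H, except that experiment 1 alone called it lower in S158H (−0.45, adjusted p = 0.0047, edgeR).

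**Figure D4:**
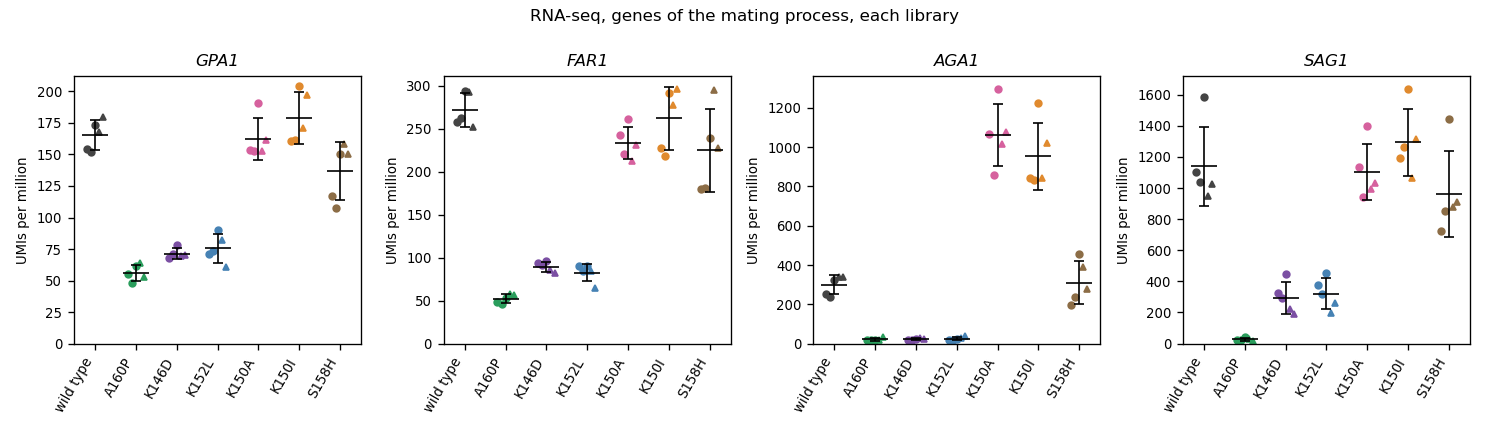
CPM (vertical axis, linear, shown as UMIs per 1000000) of GPA1, FAR1, AGA1 and SAG1 in each RNA-seq library of wild type and the 6 variants (horizontal axis), with circles for replicates 1 to 3, triangles for replicates 4 and 5, and a horizontal mark at each mean with its SD. In A160P the means are 56.2 for GPA1 and 27.3 for SAG1, against 165 and 1141 in wild type.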

*FAR1* functions at an early step by mediating cell cycle arrest and stimulating the polarized growth of the cell toward its mating partner. 

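FAR1 (YJL157C), on chromosome X of R64 from 123836 to 126328, had 272 ± 19.8 CPM in wild type and 52.5 ± 4.94 in A160P (SD, n = 5 each), a log2 fold change of −2.37 (standard error 0.12, adjusted p = 1.9e-15, edgeR). In K146D it had 89.6 ± 5.72, a change of −1.60 (standard error 0.12, adjusted p = 2.2e-11, edgeR), and in K152L 82.6 ± 10.2, a change of −1.72 (standard error 0.12, adjusted p = 4.9e-12, edgeR). Leaving out each library in turn kept these changes at −2.41 to −2.33, −1.62 to −1.57 and −1.75 to −1.64. The changes of −0.22 in K150A, −0.05 in K150I and −0.28 in S158H were not called by the fit of all libraries. Experiment 1 alone called the S158H change of FAR1 (−0.53, adjusted p = 5.0e-04, edgeR), as did replicates 1 to 3 alone (−0.45, adjusted p = 0.0387, edgeR), an alternative added after the values were seen.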

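AGA1 (YNR044W, chromosome XIV of R64 from 703699 to 705876) fell from 299 ± 48.6 CPM in wild type to 22.3 ± 6.73 in A160P (SD, n = 5 each), a log2 fold change of −3.74 (standard error 0.23, adjusted p = 2.5e-13, edgeR). The changes in K146D and K152L were −3.68 and −3.55 (adjusted p = 1.3e-12 and 2.5e-12, edgeR). In the hyper-invasive variants that mate, AGA1 was higher than in wild type, at 1064 ± 157.6 in K150A (log2 fold change 1.83, adjusted p = 2.4e-06, edgeR) and 954 ± 170 in K150I (1.68, adjusted p = 3.1e-05, edgeR). SAG1 (YJR004C, chromosome X from 442909 to 444861) had 1141 ± 254 CPM in wild type. It fell further in A160P, to 27.3 ± 8.12 with a log2 fold change of −5.38 (standard error 0.28, adjusted p = 1.9e-15, edgeR), than in K146D, to 294 ± 101 with −1.95 (standard error 0.24, adjusted p = 1.2e-06, edgeR), or K152L, to 322 ± 101 with −1.83 (standard error 0.23, adjusted p = 5.1e-06, edgeR). The difference between the variants was not tested. FIG2 (YCR089W, chromosome III from 267434 to 272263) had 61.7 ± 17.7 CPM in wild type. Its log2 fold changes of −0.999 in A160P (standard error 0.28, adjusted p = 0.125, edgeR), −1.04 in K146D (standard error 0.29, adjusted p = 0.118, edgeR) and −0.92 in K152L (standard error 0.28, adjusted p = 0.198, edgeR) were not called. All 3 were called in the fit with replicate number as a block, at −0.99, −1.03 and −0.97 (adjusted p = 3.1e-05, 3.4e-05 and 5.2e-05, edgeR), and in the fit with the experiment as a covariate. The A160P change was called without A160P replicate 4 too, DESeq2 called the K146D change (adjusted p = 0.0495), and experiment 1 alone called those in K146D and K152L. In K150A FIG2 was higher than in wild type, at 144 ± 27.9 with a log2 fold change of 1.23 (standard error 0.28, adjusted p = 0.0232, edgeR), and was not called without K150A replicate 1 or 5 or wild-type replicate 1, 2 or 3 (1.13 to 1.24).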

*AGA1*, *SAG1*, and F*IG*2 act at a later step of cell agglutination, contributing to cell–cell contact and the generation of an ultrastructure favorable for zygote formation. *FUS1*, *FUS2*, and *KAR4* act at the terminal stage of the mating process of cell fusion and nuclear fusion/karyogamy formation. 

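FUS1 stood at 60.4 ± 11.0 CPM in wild type, 9.44 ± 6.41 in A160P, 9.17 ± 5.36 in K146D and 10.4 ± 8.32 in K152L (SD, n = 5 each). The log2 fold changes were −2.76 (standard error 0.40, adjusted p = 2.9e-05, edgeR), −2.90 (standard error 0.41, adjusted p = 2.4e-05, edgeR) and −2.62 (standard error 0.40, adjusted p = 8.3e-05, edgeR). FUS2 (YMR232W, chromosome XIII of R64 from 736926 to 738959) had 31.3 ± 10.9 CPM in wild type. It changed by −1.18 in A160P (standard error 0.27, adjusted p = 0.0150, edgeR), −1.49 in K146D (standard error 0.28, adjusted p = 0.0019, edgeR) and −1.26 in K152L (standard error 0.27, adjusted p = 0.0089, edgeR). The A160P change was not called without A160P replicate 2, A160P replicate 3 or wild-type replicate 5 (−1.12 to −0.96), nor the K152L change without wild-type replicate 5 (−1.04). The fits with wild type alone did not call FUS2 in A160P or K146D (adjusted p = 0.285 and 0.146, edgeR). Experiment 2 alone called neither FUS1 nor FUS2 in these variants. Its changes were −2.55, −2.53 and −2.32 for FUS1 in A160P, K146D and K152L, and −1.39, −1.30 and −1.34 for FUS2. The adjusted p there ran from 0.0564 for FUS1 in A160P to 0.441 for FUS2 in K146D (edgeR). KAR4 had 67.5 ± 9.08 CPM in wild type and changed by −1.39 in A160P (standard error 0.13, adjusted p = 9.2e-09, edgeR), −1.42 in K146D (standard error 0.13, adjusted p = 1.1e-08, edgeR) and −1.49 in K152L (standard error 0.13, adjusted p = 2.7e-09, edgeR). In K150A it was higher, at 123 ± 18.4 with a change of 0.87 (adjusted p = 1.5e-04, edgeR). The increase in K150I, to 109 ± 18.8 with a change of 0.70 (adjusted p = 0.0102, edgeR), was not called without K150I replicate 5, wild-type replicate 1 or wild-type replicate 3 (0.59 to 0.68). It was not called in the fit with wild type alone either (adjusted p = 0.264, edgeR). Experiment 2 alone called the KAR4 increase in neither K150A nor K150I, with changes of 0.80 and 0.76.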

Fourteen of 18 (∼78%) of the overlapping downregulated genes were found to be direct targets of the wild-type Ste12 based on the genome-binding profile. 

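Of the 33 genes lower in all 3 mating-defective variants, 17 (51.5%, Wilson 95% interval 35.2% to 67.5%) had a wild-type site in their promoter window. They were AGA1, CHS3, ECL1, FIG1, FUS1, FUS2, GIC2, KAR4, KAR5, NIS1, PPG1, RGC1, SAG1, SCW10, SST2, TEC1 and YGL194C-A. Among the other tested genes with a place in the annotation, 244 of 5688 (4.29%) had one, an odds ratio of 23.7 (Fisher's exact test, two-sided, p = 5.8e-15). A minimum of 1 UMI in both wild-type replicates gave 19 genes (57.6%) and a minimum of 10 gave 13 (39.4%). The share was 60% (9 of 15) when each variant was fitted with wild type alone.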

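In the promoter window of KAR4, wild-type Ste12 had 353 and 237 UMIs in its 2 replicates. A160P had 3 and 21, K146D 47 and 52 and K152L 42 and 44 (Fisher's exact test on UMIs pooled over replicates, p = 1.0e-109, 1.7e-78 and 3.0e-81). PRM3 (YPL192C, chromosome XVI of R64 from 182655 to 183056) had 134 and 68 UMIs in wild type, 3 and 6 in A160P, 11 and 12 in K146D and 34 and 20 in K152L (Fisher's exact test, p = 2.3e-37, 5.5e-34 and 1.9e-17). SST2 (YLR452C, chromosome XII from 1039270 to 1041366) had 94 and 37 in wild type, 1 and 1 in A160P, 33 and 49 in K146D and 0 and 3 in K152L (Fisher's exact test, p = 5.3e-29, 0.0072 and 7.5e-32). The K146D difference of SST2 did not reach 0.05 without K146D replicate 1 (p = 0.176, chi-square test of proportions) or wild-type replicate 1 (p = 0.262, chi-square test of proportions). PRM1 (YNL279W, chromosome XIV from 110917 to 112902) had 3 and 0 UMIs in wild type, 0 and 0 in A160P, 0 and 2 in K146D and 1 and 0 in K152L, so a reduction was not detectable at this depth (Fisher's exact test, p = 0.267, 1.00 and 0.628). By limma, which uses the spread between replicates, the log2 differences for KAR4 were −4.67 in A160P (adjusted p = 4.7e-04, limma), −2.50 in K146D (adjusted p = 0.0127, limma) and −2.63 in K152L (adjusted p = 0.0123, limma). The last 2 were called in 11 and 12 of the 14 fits that left out 1 library. The SST2 difference was called in A160P and K152L (adjusted p = 2.1e-04 and 1.5e-04, limma) and not in K146D (adjusted p = 0.592, limma), and the PRM3 difference in all 3. S158H, which mates, had 7 and 13 UMIs at KAR4, 6 and 3 at PRM3 and 6 and 6 at SST2. Each was called lower than wild type (adjusted p = 7.4e-04, 4.3e-05 and 0.0071, limma). K150I was called lower at PRM3 alone of these genes (adjusted p = 0.0157, limma). K150A was called at SST2 and PRM1, and was higher at both (adjusted p = 0.0248 and 0.0012, limma). A lower share of UMIs at these genes was thus not confined to the mating-defective variants. Over the 15 genes named in the text with peaks in their windows, 68 of 90 proportion tests gave p below 0.05 (47 lower and 21 higher than wild type), and limma called 51. In the RNA-seq data SST2 had log2 fold changes of −2.79, −2.77 and −2.65 in A160P, K146D and K152L (adjusted p = 2.2e-12, 8.4e-12 and 1.0e-11, edgeR), and PRM1 −1.88, −1.62 and −1.80 (adjusted p = 0.0064, 0.0438 and 0.0106, edgeR). The PRM1 change in K146D was called in 14 of the 35 fits that left out 1 library, and that in K152L was not called without K152L replicate 2 or 3. None of the 3 PRM1 changes was called when each variant was fitted with wild type alone. PRM3, with 4.83 ± 1.46 CPM in wild type (SD, n = 5), was called in K146D (−1.73, adjusted p = 0.0244, edgeR), but not without K146D replicate 1 or 4 or wild-type replicate 3, 4 or 5. It was not called in A160P (−1.39, adjusted p = 0.0839, edgeR), except by DESeq2 (adjusted p = 0.0423), without A160P replicate 3 or K150I replicate 2, and in the block fit (−1.35), nor in K152L (−0.72, adjusted p = 0.950, edgeR).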

Of the 14, four genes (*KAR4*, *SST2*, *PRM1*, and *PRM3*) had a reduction in the DNA-binding signal (*P*-value < 0.05; proportion test) in all mating-deficient variants, and 10 genes (*P*-value < 0.05; proportion test) in at least one mating-deficient variant (Figure 3E).

**Figure 3:**
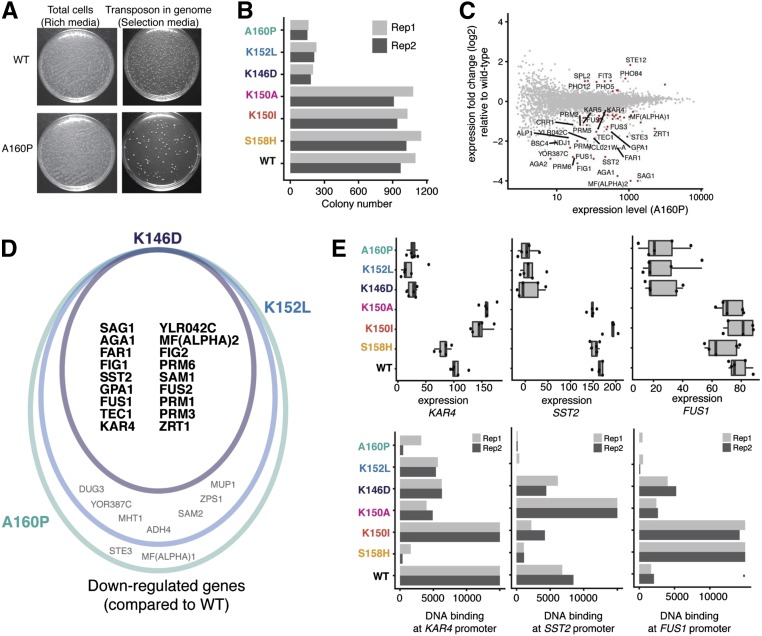
Variation in Ste12 DNA-binding domain drives difference in mating through altered binding. (A) Cell growth in rich medium and selection medium for WT Ste12 and the A160P variant. (B) Bar plot showing colony numbers after selection across all variants. Variants with different phenotypes are annotated by different colors. (C) Plot showing differentially expressed genes between the A160P variant and WT Ste12; the *x*-axis shows the total expression level for each gene in A160P while the *y*-axis shows the expression fold change relative to WT Ste12. Red color labels differentially expressed genes and the genes with log_2_ (fold change) > 1 are labeled with names. (D) Venn diagram showing overlap among downregulated genes for the mating-deficient variants (K146D in purple, A160P in green, and K152L in blue). (E) Top: box plots showing gene expression (fragments per million) among all variants for the genes *KAR4*, *SST2*, and *FUS1*. Lower: bar plots showing DNA binding (represented as fragments per million of total unique insertion events) among all variants for the genes *KAR4*, *SST2*, and *FUS1*. Rep, replicate; WT, wild-type.

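Summed over both replicates, the UMIs in peaks numbered 18943 for wild type, 13985 for A160P, 17396 for K146D and 16643 for K152L among the mating-defective variants, and 17575 for K150A, 16087 for K150I and 11970 for S158H among those that mate. UMI totals also depend on how deeply a library was sequenced, so they do not count colonies. Peaks with at least 1 UMI numbered 1168 and 393 in the wild-type replicates, 483 and 586 for A160P, 403 and 442 for K152L and 844 and 997 for K146D. Of the variants that mate, K150I had 431 and 471, fewer than A160P, K150A 650 and 688, and S158H 665 and 684.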

In summary, we conclude that amino acid changes in the DNA-binding domain of Ste12 that disrupt its interaction with the genome can be distinguished by the many fewer calling-card insertions that were detected. This disruption results in loss-of-binding to critical gene targets and markedly reduces the expression of mating-related genes, which would be expected to dramatically decrease the mating proficiency of the mating-deficient variants (K146D, K152L, and A160P).

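In the mating-defective variants, a gene's share of the UMIs and its expression fell together at some genes and not at others. The share is relative to each library's total. The paper found far fewer resistant colonies for these variants, so a raised share can go with less binding in total. FUS1, whose transcript was lower in all 3, had fewer UMIs in its promoter window in A160P (215 per 1000000 UMIs) and K152L (300.4) than in wild type (1689), but more in K146D (4081), with p = 1.8e-05, 3.9e-05 and 1.8e-05 in A160P, K152L and K146D (Fisher's exact test on pooled UMIs). By limma the FUS1 differences were called in A160P (adjusted p = 0.0095, limma) and K152L (adjusted p = 0.0342, limma) but not in K146D (adjusted p = 0.207, limma). The K152L call held in 9 of the 14 fits that left out 1 library. In alternatives added after the values were seen, the K146D rise of FUS1 was called by edgeR on the recovered UMIs (adjusted p = 0.0170) and with a pseudocount of 1000 UMIs per 1000000 (adjusted p = 0.0055, limma), and the K152L decrease was not called with a pseudocount of 10 (adjusted p = 0.2125, limma). TEC1, which was lower in RNA by −1.38 in A160P, −1.38 in K146D and −1.11 in K152L on the log2 scale, had a reduced signal in A160P (787 per 1000000 UMIs), no difference detected in K146D (7243) and a raised signal in K152L (13820), against 5965 in wild type (Fisher's exact test, p = 1.9e-16, 0.136 and 4.3e-14). The K146D difference of TEC1 passed 0.05 without K146D replicate 2 (p = 0.042, chi-square test of proportions) or wild-type replicate 2 (p = 0.030, chi-square test of proportions), and changed sign, from 1278 to −380.6 per 1000000, without wild-type replicate 1 (p = 0.831, chi-square test of proportions). By limma the TEC1 difference was called in A160P (adjusted p = 0.0044, limma) and not in K146D or K152L (adjusted p = 0.954 and 0.300, limma), the last of which was called in 2 of the 14 fits that left out 1 library and by edgeR on the recovered UMIs (adjusted p = 0.0068). From lost binding at critical targets and the lower expression of mating genes, the paper reasons that mating would be expected to fall in these variants, which was not measured in these data.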

### Altered DNA binding and transcriptomes in hyper-invasive variants

Two of the mating-defective variants (K146D and K152L) invade as well as or better than the wild-type, indicating that they are not fully defective. One possibility is that they maintain interactions with some cofactors while losing interactions with others or directly with DNA, resulting in distinct variant-specific binding and expression patterns. To test this possibility, we used the genome sequences near Ste12-PBase insertion peaks and examined the frequencies of Ste12 canonical sites across the variants. We found that the K152L and K146D variants showed a reduction in binding relative to wild-type Ste12 at canonical sites required for mating (Figure 4A). To capture interactions with cofactors, we calculated the frequencies of transcription factor motif pairs present at sites bound by the wild type, and the K146D and K152L variants. Pairs containing the well-characterized Mcm1-binding site (Hwang-Shum *et al.* 1991) were significantly enriched in K146D compared to the wild type, suggesting that interaction with Mcm1 may be implicated in altered Ste12 binding (Figure 4B). The K146D variant may preferentially bind to promoter regions containing a site for Mcm1, a protein that can induce invasive growth (Birkaya *et al.* 2009), to contribute to its unique genome-binding patterns and hyper-invasive phenotype. However, the presence of cofactor motifs at bound sites was not sufficient to explain the function of hyper-invasive variants other than K146D.

**Figure 4:**
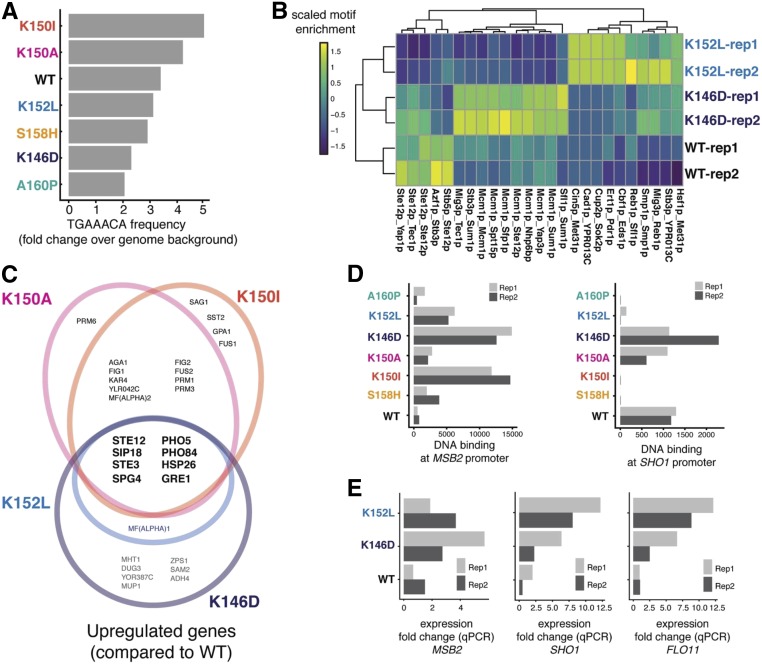
Patterns of binding and activation in invasion-deficient and hyper-invasive Ste12 variants. (A) Bar plots showing enrichment of TGAAACA frequency relative to the genome background for the Ste12 variants. (B) Heatmap showing enrichment of motif pairs found near binding sites for WT Ste12, and the K146D and K152L variants. (C) Venn diagram showing overlap in upregulated genes among hyper-invasive variants (K146D is in purple, K152L is in blue, K150A is in pink, and K150I in orange) (D) Bar plot showing the DNA-binding (represented as fragments per million of total unique insertion events) among all variants for the genes *MSB2* and *SHO1*. (E) Bar plots showing qPCR expression fold change (over WT) for genes *MSB2*, *SHO1*, and *FLO11*. qPCR, quantitative PCR; Rep, replicate; WT, wild-type.

We integrated both genome-binding and transcriptome profiles in an effort to uncover the mechanism underlying the altered invasion phenotype seen in the hyper-invasive variants (K146D, K152L, K150I, and K150A). 

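SIP18 (YMR175W, chromosome XIII of R64 from 611016 to 611255), SPG4 (YMR107W, chromosome XIII from 483014 to 483361) and GRE1 (YPL223C, chromosome XVI from 128632 to 129138) are annotated as protein-coding genes. SIP18 had 10.8 ± 2.23 CPM in wild type (SD, n = 5). It rose to 71.0 ± 17.6 in K150A, a log2 fold change of 2.72 (standard error 0.43, adjusted p = 4.6e-04, edgeR), and to 55.4 ± 23.3 in K152L, a change of 2.38 (standard error 0.43, adjusted p = 0.0011, edgeR). The change of 1.89 in K150I was not called by edgeR (adjusted p = 0.117) and was called by DESeq2 (adjusted p = 0.0056), in the block fit (1.87, adjusted p = 0.0152, edgeR) and without A160P replicate 5. It was called in experiment 1 alone and in the fit of K150I with wild type alone too. In K146D the change was 0.69 (adjusted p = 1.00, edgeR). SPG4 had 12.1 ± 6.75 CPM in wild type and changed by 2.56 in K150A (adjusted p = 0.0024, edgeR), 2.06 in K152L (adjusted p = 0.0145, edgeR), 1.36 in K150I (adjusted p = 1.00, edgeR, and called in experiment 1 alone) and 1.08 in K146D (adjusted p = 1.00, edgeR). The K152L change was not called without K152L replicate 2 or wild-type replicate 3 or 4. GRE1, at 8.30 ± 1.59 in wild type, changed by 1.64 in K150A (adjusted p = 0.0274, edgeR), 1.91 in K152L (adjusted p = 0.0028, edgeR), 1.25 in K150I (adjusted p = 0.789, edgeR) and 0.12 in K146D (adjusted p = 1.00, edgeR). None of the calls of the 3 genes in K150A and K152L was made in experiment 2 alone. For SIP18, SPG4 and GRE1 its changes were 2.51, 3.09 and 1.19 in K150A and 1.95, 2.28 and 1.48 in K152L. That fit had fewer libraries and mixed replicate 3 with replicates 4 and 5, which lay apart on the first principal component. The K150A change of GRE1 was not called without K150A replicate 1 or 2 or wild-type replicate 1, 2, 3 or 4, and the K150I change was called in the block fit (1.26) and in experiment 1 alone. The variants that are not hyper-invasive also lay above wild type in these genes, by 1.41, 1.29 and 1.27 in A160P and 1.87, 1.70 and 1.36 in S158H for SIP18, SPG4 and GRE1. None of these 6 changes was called by edgeR over all libraries, while the block fit called them for SIP18 and GRE1 in both variants and for SPG4 in S158H, and experiment 1 alone called all 6. SIP18 in S158H was called by DESeq2 (adjusted p = 0.0295) and by edgeR when S158H was fitted with wild type alone (1.87, adjusted p = 0.0178), and without A160P replicate 5 edgeR called SIP18 and GRE1 in A160P. The number of genes higher than wild type in all 4 hyper-invasive variants at an adjusted p below 0.05 was 0 by edgeR. The block fit gave 3 genes, STE12, TIR1 and WSC4, and experiment 1 alone gave 7. At an unadjusted p below 0.05 there were 11, DESeq2 gave 1 gene, and 1 gene, STE12, was shared without K150I replicate 4 or K152L replicate 4. Simulated unchanged groups of libraries without any pairing by replicate number shared 0.

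**Figure D5:**
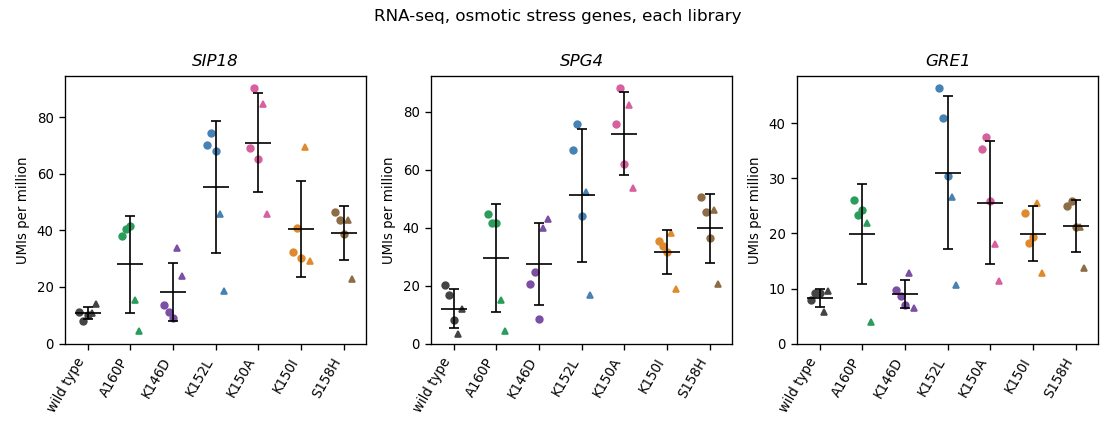
CPM (vertical axis, linear, shown as UMIs per 1000000) of SIP18, SPG4 and GRE1 in each RNA-seq library of wild type and the 6 variants (horizontal axis), with circles for replicates 1 to 3, triangles for replicates 4 and 5, and a horizontal mark at each mean with its SD. The means in K150A are 71.0, 72.4 and 25.6, against 10.8, 12.1 and 8.30 in wild type.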

Transcriptome analysis revealed that shared upregulated genes in hyper-invasive variants are associated with the cellular response to osmotic stress (*e.g.*, *SIP18*, *SPG4*, and *GRE1*; Figure 4C). When yeast cells are exposed to a hyper-osmotic condition, osmotic stress responses are triggered, and cells form long projections and become hyper-invasive due to Kss1, a key MAP kinase in the invasion pathway (Davenport *et al.* 1999). The signaling events that lead to osmotic stress responses depend on the membrane environmental sensors Sho1 and Msb2 (Tatebayashi *et al.* 2006). Sho1 is one of the G protein-coupled receptors that act as transmembrane osmosensors (Posas and Saito 1997) and Msb2 is a membrane mucin protein (Tatebayashi *et al.* 2007). Based on the genome-binding profile data, the *SHO1* and *MSB2* genes were direct targets of wild-type Ste12, suggesting a potential role for Ste12 upstream of the osmotic stress response pathway.

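SHO1 (YER118C) has its coding span on chromosome V of R64 from 397952 to 399055, and its promoter window held 13 and 7 UMIs in the wild-type replicates, 1056 per 1000000 UMIs when pooled. MSB2 (YGR014W), on chromosome VII from 516943 to 520863, had 9 and 3 UMIs in wild type, 633 per 1000000. At a minimum of 10 UMIs in both replicates neither gene was a target, so these were weak signals beside that of KAR4, at 31146 per 1000000.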

For the hyper-invasive variants with reduced mating (K146D and K152L), while they failed to efficiently bind to the Ste12 consensus site, resulting in downregulation of critical mating genes, both variants had an increased insertion signal (*P*-value < 0.05; proportion test) for *MSB2* and K146D had a higher insertion signal for *SHO1* (although not at a significant level) (Figure 4D). 

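The MSB2 window held 94 and 119 UMIs in the replicates of K146D (12244 per 1000000 UMIs) and 41 and 47 in K152L (5288), with p = 5.6e-53 and 7.7e-18 (Fisher's exact test on pooled UMIs). By limma the log2 differences from wild type were 4.16 in K146D (standard error 0.51, adjusted p = 1.2e-04) and 2.97 in K152L (standard error 0.51, adjusted p = 0.0012), and both were called in all 14 fits that left out 1 library. The signal was also raised in K150I, with 94 and 108 UMIs (12557 per 1000000), in K150A, with 18 and 23 (2333), and in S158H, which is not hyper-invasive, with 21 and 11 (2673) (Fisher's exact test, p = 3.4e-53, 2.2e-05 and 6.5e-06). The limma fit called the last 2 as well (adjusted p = 0.0186 and 0.0127, limma), in 11 and 12 of the 14 fits that left out 1 library. In A160P the level was 1001 per 1000000 (Fisher's exact test, p = 0.321), and its direction is not settled. It was higher than wild type without A160P replicate 1 (p = 0.045, chi-square test of proportions) and lower, with a difference of −201.8 per 1000000, without A160P replicate 2 (p = 0.759, chi-square test of proportions). At SHO1, K146D had 17 and 9 UMIs (1495 per 1000000, p = 0.301, Fisher's exact test), with a limma difference of 0.38 (adjusted p = 0.561), and the difference changed sign without K146D replicate 1. K152L had 0 and 1 UMI at SHO1 (60.1 per 1000000), fewer than wild type (p = 6.9e-05, Fisher's exact test), with a limma difference of −2.98 (adjusted p = 4.0e-04). The decrease was not particular to K152L. SHO1 was also called lower in A160P, K150I and S158H (adjusted p = 1.4e-04, 1.3e-04 and 1.3e-04, limma), but not in K150A (adjusted p = 0.524, limma).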

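In the RNA-seq data SHO1 had 90.7 ± 7.18 CPM in wild type, 80.3 ± 4.44 in K146D and 82.1 ± 8.60 in K152L (SD, n = 5 each), with log2 fold changes of −0.18 (standard error 0.09, adjusted p = 1.00, edgeR) and −0.14 (standard error 0.09, adjusted p = 0.999, edgeR). MSB2 had 178 ± 12.6 CPM in wild type. It was lower in K146D, at 113 ± 8.42 with a log2 fold change of −0.65 (standard error 0.13, adjusted p = 0.0029, edgeR), and in A160P, at 109.7 ± 13.8 with −0.70 (standard error 0.13, adjusted p = 9.9e-04, edgeR). The K146D change was not called in experiment 1 alone (adjusted p = 0.081, edgeR) or experiment 2 alone (adjusted p = 0.072, edgeR), nor the A160P change in experiment 2 alone (adjusted p = 0.124, edgeR). In K152L it had 138.2 ± 22.6, a change of −0.37 that was not called (standard error 0.13, adjusted p = 0.334, edgeR). The block fit (−0.38, adjusted p = 0.0115, edgeR) and experiment 1 alone did call it. So did replicates 1 to 3 alone, a fit chosen later (−0.41, adjusted p = 0.0379, edgeR). In K150A, K150I and S158H the MSB2 changes were 0.02, 0.05 and −0.14, none of them called. FLO11 (YIR019C, chromosome IX of R64 from 389572 to 393675), which encodes an adhesin of invasive growth, had 14.1 ± 2.71 CPM in wild type, 17.3 ± 7.14 in K146D (log2 fold change 0.23) and 21.3 ± 8.89 in K152L (0.61), neither called by edgeR (adjusted p = 1.00 and 0.950). In K150I it had 29.7 ± 9.91, a change of 1.08 that was not called (standard error 0.31, adjusted p = 0.608, edgeR), except in the block fit (1.08, adjusted p = 0.0311, edgeR), in experiment 1 alone (1.44, adjusted p = 0.0046, edgeR) and in 2 fits chosen later, replicates 1 to 3 alone and these against 4 and 5 as a covariate. The small FLO11 change in K146D fell to −0.03 when replicates 1 to 3 were analysed alone.

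**Figure D6:**
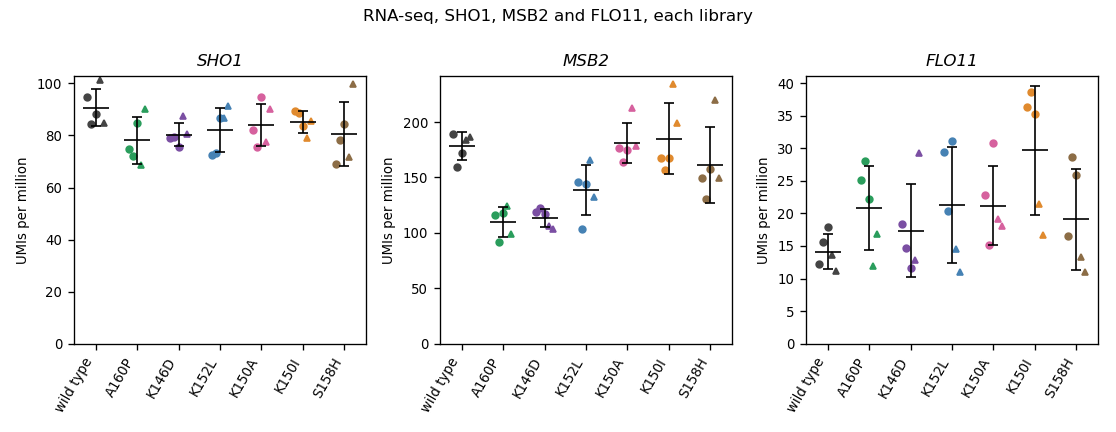
CPM (vertical axis, linear, shown as UMIs per 1000000) of SHO1, MSB2 and FLO11 in each RNA-seq library of wild type and the 6 variants (horizontal axis), with circles for replicates 1 to 3, triangles for replicates 4 and 5, and a horizontal mark at each mean with its SD. MSB2 has means of 178 in wild type, 113 in K146D and 138.2 in K152L.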

Due to their low levels of transcription, the *SHO1* and *MSB2* genes were not different from wild-type in the full transcriptome analysis. However, we detected higher *MSB2* and *SHO1* expression in K146D and K152L variants than wild-type using RT-PCR, as well as higher expression of *FLO11*, a final target in the Sho1-sensing pathway (Figure 4E). In the promoter regions of *SHO1* and *MSB2*, an Mcm1 site is found close to transposon insertion sites of K146D, suggesting that this cofactor interaction may partially underlie the hyper-invasive phenotype.

Distinct from these two mating-defective variants, the mating-competent and hyper-invasive K150A and K150I variants were the most enriched for the canonical Ste12-binding site, showing greater enrichment for this site than even the wild-type Ste12 (Figure 4A and Figure S4). This result indicates that these two variants are intact for their DNA-binding activity and bind to the canonical site like the wild-type does, consistent with their mating-competent phenotypes.

Overall, by integrating both transcriptome and genome-binding profiles, we found a small, related subset of genes involved in the osmotic stress response that appear critical for the altered invasion phenotype seen in the hyper-invasive variants. These results also suggest the possibility of at least three mechanistic bases that contribute to variant-specific binding events and gene expression: one that uses canonical Ste12 sites (K150A and K150I), one that does not (K152L), and one that may involve cofactor interactions (K146D).

### Binding patterns of Ste12 variants *in vitro*

Because the binding patterns of the Ste12 variants *in vivo* can be influenced by cofactor interactions that affect the sequence contacted by Ste12, we asked whether direct binding specificity *in vitro* was altered. To characterize the *in vitro* DNA-binding preferences of the variants, we used the HT-SELEX method (Jolma *et al.* 2015). In our use of this method, purified Ste12 protein was incubated with a large and random (N36) pool of DNA fragments. The DNA fragments bound to protein were isolated, amplified by PCR, and incubated again with protein through five rounds, with the PCR product from each round used for high-throughput DNA sequencing. Motif analysis of the SELEX data for wild-type Ste12 shows that the canonical binding site was enriched over the rounds of selection, and WebLogos of the most significant motifs for each variant show patterns similar to wild-type Ste12 (Figure S6). K146D and K152L were exceptions, showing either no enriched motif (K146D) or a weakly significant, degenerate version of the canonical Ste12 site (K152L) (Figure S6).

The TGAAACA sequence was preferred for the K150I and K150A variants, but not for the mating-deficient variants, especially K152L and K146D, which showed no enrichment (Figure 5A). The K150I variant showed greater enrichment *in vitro* for the TGAAACA sequence than wild-type, and also showed a higher enrichment than wild-type for this sequence in its *in vivo* genome-binding pattern. The *in vitro* binding preferences of Ste12 variants for the canonical Ste12-binding site generally correlated with those preferences *in vivo*. Furthermore, no Ste12 variants showed novel binding specificity *in vitro*, suggesting that their divergent binding patterns *in vivo* are driven by altered affinity for the canonical Ste12 site and the presence of binding cofactors rather than changes in sequence specificity.

**Figure 5:**
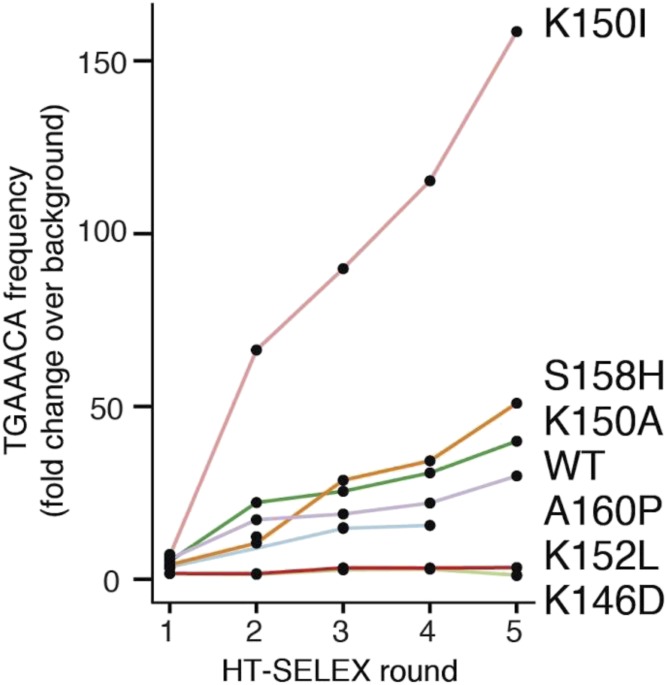
Line plot showing TGAAACA frequency in HT-SELEX for WT Ste12 and six variants. The *x*-axis shows consecutive rounds of HT-SELEX binding assays. The *y*-axis shows the enrichment for the TGAAACA 7-mer over the random input sequence background for each variant. WT, wild-type. HT-SELEX, high throughput systematic evolution of ligands by exponential enrichment.

## Discussion

The common assumption that transcriptional regulation is orderly, and hence predictable, has been shaped by the conservation of gene expression patterns across species, conserved and modular transcription factor domains, and a long history of experiments using simpler prokaryotic systems and model regulatory regions in eukaryotes. Our results add to the emerging argument that transcriptional regulation can be readily rewired, changing the underlying transcriptional circuits in various ways while preserving phenotypic outputs. In evolution, this extensive rewiring can occur even among closely related species, and is facilitated by the rapid gain and loss of short *cis*-regulatory sequences, or by variation in transcription factors (Dalal and Johnson 2017).

The *S. cerevisiae* Ste12 protein regulates the traits of mating and invasion by interacting with other transcription factors, to bind and activate distinct sets of genes in response to mating pheromone or nutrients, respectively. Single-amino acid substitutions in the Ste12 DNA-binding domain can result in dramatically altered phenotypes, such as a shift in preference toward either mating or invasion, or a hyper-invasive phenotype that is independent of the invasion cofactor Tec1. We demonstrate here that these variant Ste12 proteins lead to extensive changes in genome-wide binding patterns and transcriptional outputs.

Although individual Ste12 variants showed highly reproducible binding events in the calling-card assay, there was little overlap in binding among variants, even for those with similar mating and invasion phenotypes. This lack of overlap indicates that the subtle changes in the Ste12 protein led to numerous gains and losses of individual binding sites throughout the genome. Nevertheless, it is difficult to pin down the mechanistic basis for these gains and losses of sites without additional experimentation. In three cases (K146D, K152L, and A160P), the mating deficiency caused by a variant could be explained by a marked reduction in DNA-binding affinity, based on many fewer calling-card insertions and either a failure to enrich or reduced enrichment of the consensus site in the SELEX experiment. This failure to efficiently bind to Ste12 consensus sites led to the decreased expression of a small set of common genes, several of which function in the mating process. However, that these variants maintain, or even increase, their invasiveness suggests that they are not completely defective proteins and that separation-of-function alleles can arise readily. Moreover, the maintenance of invasion function in variants defective for DNA binding implicates cofactors in the new binding and expression patterns. Variant proteins may maintain interactions with some cofactors while losing interactions with others, resulting in distinct variant-specific expression patterns. Further analyses of DNA binding by these variants could use approaches such as gel mobility shift assays to obtain quantitative affinity data. In addition, carrying out these assays on a series of promoters from pheromone-responsive or invasion-specific genes in the presence of purified cofactors such as Tec1, Mcm1, and Matα1 might reveal protein interactions that are either enhanced or reduced by the Ste12 substitutions.

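Among the calling-card libraries, target genes numbered 278 for wild type, 255 for K150A, 186 for S158H and 156 for K150I, and 307, 126 and 102 for the mating-defective variants K146D, K152L and A160P. A minimum of 1 UMI gave 486, 517 and 282 sites for K150A, S158H and K150I, and a minimum of 10 gave 115, 68 and 96.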

The three variants that resulted in near wild-type mating (K150A, K150I, and S158H) showed similar numbers of calling-card insertions and similar enrichment of the consensus site in the SELEX experiment as the wild-type protein. These results imply that DNA-binding affinity is likely to be intact in these variants. Variants that bind to the consensus site like wild-type but result in a new phenotype also suggest a change in the interaction with cofactors. 

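Genes higher than wild type in both K150A and K150I by edgeR over all libraries were AGA1, FIG1 and KAR4. The number was 12 in the block fit, 6 by DESeq2, 42 in experiment 1 alone and 1 in experiment 2 alone. FIG1 (YBR040W, chromosome II of R64 from 316968 to 317864), a mating gene, had 22.3 ± 4.17 CPM in wild type and 186 ± 57.4 in K150A (SD, n = 5 each), a log2 fold change of 3.07 (standard error 0.31, adjusted p = 3.8e-07, edgeR), and its change in K150I was 2.06 (standard error 0.31, adjusted p = 5.7e-04, edgeR). HSP26 (YBR072W, chromosome II from 382030 to 382674), which encodes a heat shock protein, had the next largest called increase in K150A, 2.75 (standard error 0.46, adjusted p = 0.0011, edgeR), followed by TIR1 (YER011W, chromosome V from 175248 to 176012), at 2.73 (standard error 0.58, adjusted p = 0.0139, edgeR). The TIR1 change in K150A was not called without K150A replicate 5 or wild-type replicate 3 (2.45 and 2.75). HSP26 was higher in K152L too, by 2.05 (adjusted p = 0.0106, edgeR), and so was TIR1, by 2.81 (adjusted p = 0.0054, edgeR). Among the genes called in K150A, ALP1, YCL021W-A and PRM5 had the largest decreases, −1.68, −1.59 and −0.91, and all 3 were also lower in the mating-defective variants.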

The K150A and K150I variants lead to a hyper-invasive phenotype, and these two uniquely increased the expression of genes responsive to osmotic stress. 

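Genes higher than wild type numbered 11 in K152L, 8 of them also higher in K150A, and 1 in K146D, the STE12 gene carried on the plasmid. These counts depend on the model. The block fit gave 81 in K152L and 19 in K146D, experiment 1 alone 182 and 16, DESeq2 16 and 5, and experiment 2 alone 1 and 0. STE12 had 156 ± 23.4 CPM in wild type, 369 ± 74.8 in K146D (log2 fold change 1.24, adjusted p = 0.0029, edgeR), 451 ± 177 in K152L (1.53, adjusted p = 1.7e-04, edgeR) and 361 ± 82.5 in K150A (1.21, adjusted p = 0.0079, edgeR), with SD and n = 5 for each. The increase in K150I, 1.08, was not called (adjusted p = 0.116, edgeR), except without K150I replicate 4 or K152L replicate 4, by DESeq2 (adjusted p = 0.0056), in experiment 1 alone, in the block fit (1.06) and in 2 fits chosen later. These were replicates 1 to 3 alone (1.16, adjusted p = 2.1e-06, edgeR) and replicates 1 to 3 against 4 and 5 as a covariate (1.06, adjusted p = 1.7e-06, edgeR). In these strains, whose chromosomal STE12 was deleted, STE12 was supplied by the plasmid, whose number per cell was not measured.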

The hyper-invasive variants that are mating-defective (K146D and K152L) increased the expression of additional genes, indicating that multiple paths to a hyper-invasive phenotype are possible.

Although the Ste12 transcription factor variants easily gained or lost binding sites, most variant-specific binding events seemed to have little to no effect on the organismal phenotypes of mating and invasion. We attribute this phenotypic robustness to the underlying regulatory network architecture, which will amplify the effects of specific binding events and expression through feedback loops, motif degeneracy, and binding site redundancy while canceling the effect of aberrant binding and expression events. At the same time, the ease with which a single-amino acid substitution in Ste12 shifts phenotype suggests that a few novel binding events and expression changes suffice as starting points for the rewiring of regulatory programs in evolution (Dalal and Johnson 2017).

A major goal in functional genomics is the prediction of variant effects from sequence alone. However, current variant effect prediction algorithms and computational structure-based approaches (Barrera *et al.* 2016) provide minimal annotations, such as loss of DNA-binding or likely pathogenesis in humans. In the case of Ste12 variation, it was not possible to attribute specific phenotypes of mating or invasion based solely on the identity of the single-amino acid changes in the Ste12 protein sequence. This failure to predict the *in vivo* effects of transcription factor variants calls for the systematic large-scale functional interrogation of human transcription factor variants *in vivo*. Thus far, there are few options to conduct such studies at sufficient scale in human cells. In this regard, it is notable that we detected genome-wide binding patterns of Ste12 variants in the presence of the wild-type protein. Expressing libraries of transcription factor variants from a common genomic site in human cells containing their respective wild-type proteins is far more feasible than the prospect of engineering many hundreds of endogenous loci. While most transcription factor variants are unlikely to contribute to phenotypic changes, identifying those with major downstream effects remains a critical challenge.

How the deposited data were processed for this re-analysis (not part of the article)

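Genome binding was measured by calling cards, in which Ste12 is fused to the PiggyBac transposase, for wild type and 6 variants with 2 replicates each. Expression was measured by RNA-seq of strains carrying the same 7 forms of STE12 on a plasmid, with 5 replicates each. The strains, the transcripts and the in vitro selections of the paper that have no count or peak values among the files used here were not analysed here, nor were the libraries of the transposase alone.

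For RNA-seq, the authors deposited UMI counts per gene without normalization, for 7124 genes and 35 libraries. Their libraries were made with an oligo-dT primer carrying a UMI and a well index, so that copies made by PCR are not counted again, and they pooled replicates 1 and 2 in 1 experiment and replicates 3, 4 and 5 in another. The aligner, the counting tool, the genome build and the annotation are not given in the sources used here, nor is the RNA-seq test named in the paper's text. The paper's text gives a false discovery rate of 5% and states that URA3 was left out, and both were followed here.

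For calling cards, the authors mapped the reads, counted insertions by UMI, called peaks with MACS2, divided the UMIs by the total of each library and deposited the natural log of UMIs per 1000000 plus 1, for 2188 peaks on R64. The description that comes with the table calls the values UMI counts. The exponential of each value, less 1, was a whole multiple of 1 UMI within 0.001 for 100% of 30632 values, so UMIs could be recovered. Of the peaks, 138 had 0 UMIs in all 14 libraries. The design had assumed counts and edgeR for the comparison that uses replicates. Because the deposited values are logs, limma on log2(UMIs per 1000000 + 100) took its place, after a filter that kept gene windows with at least 3 UMIs in at least 2 libraries, and edgeR on the recovered UMIs was run as an alternative. That filter and the pseudocount were chosen after the values had been seen.

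RNA-seq counts were compared between each variant and wild type with edgeR 4.0.16 (TMM normalization, filterByExpr by genotype, quasi-likelihood test, Benjamini-Hochberg adjustment) in R 4.3.3, in 1 fit of all 35 libraries with 1 coefficient per genotype. It tested 6139 genes, with a common dispersion of 0.0692. Levels are TMM-normalized counts per 1000000 (CPM), and each log2 fold change has the standard error that follows from the quasi-likelihood F statistic. On counts simulated for the A160P comparison over 6112 genes, of which 200 were changed, the fit called 83.5% of the changed genes and 95% of those changed 4-fold, and 5.65% of its calls were genes not changed. Overlaps and correlations of comparisons that share the wild-type libraries were set against 20 simulated sets of unchanged groups. These take genes as independent and leave out any pairing of libraries by replicate number. Alternatives were RLE size factors, DESeq2 1.42.0, no filter on low counts, each variant fitted with wild type alone, the experiment as a covariate, each experiment alone, the replicate number as a block, URA3 kept, a minimum log2 fold change, and each library left out in turn.

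Whether replicate numbers pair the RNA-seq libraries was checked from the deviation of each library from its genotype's mean. The numbers come from the labels, which do not say what a number stands for. Libraries of a variant and of wild type with the same number deviated together in all 30 pairs. Their r ran from 0.190 to 0.760, with a median of 0.567, against a median of 0.0014 for different numbers. This does not show pairing by number, because libraries of the same number also lie on the same side of the first principal component. Different numbers mix libraries from both sides, which lowers their r. On the second component replicate 4 scored below replicate 5 in wild type (−17.5 and 25.0) and above it in every variant. This argues against pairing of these replicates on that component. The fit with replicate number as a block (dispersion 0.0160) is given as an alternative.

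Calling-card sites were peaks with at least 3 UMIs in both replicates of a genotype. Peaks were assigned to genes by an overlap of at least 1 bp with the window from 1000 bp 5′ to 200 bp 3′ of the coding start in the R64 annotation, with the strand taken from the letter in each gene's systematic name, for 6020 genes. The paper used transcription start sites, which the annotation used here does not hold. The paper's proportion test was run on UMIs pooled over replicates, with Fisher's exact test, a requirement that both replicates lie on the same side, Benjamini-Hochberg adjustment and single libraries left out as alternatives. The limma 3.58.1 fit covered 985 gene windows. On data simulated for the K146D comparison over 798 genes with 200 changed, it called 41% of the changed genes, 86.7% of the 30 with a mean of at least 20 UMIs, and 0% false calls. Alternatives were TMM, DESeq2 on recovered UMIs, no filter, the replicate number as a block, the largest peaks left out of the library size, edgeR, and pseudocounts of 10 and 1000 UMIs per 1000000.

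RNA-seq libraries held 1039390 to 5481822 UMIs with a median of 3422118, and calling-card libraries held 5904 to 12778. An exact 0 allows up to 3 UMIs, and binomial intervals (Wilson, 95%) cover counting error only. In RNA-seq, replicates differed by more than counting error, with chi-square per degree of freedom of 1.79 to 67.6. No libraries were found to be the same library deposited again. Of the 7124 names in the count table, 6210 were found in the R64 annotation, 5721 of the 6139 tested. Genes with near-identical copies can share UMIs in the authors' counting, which applies to MF(ALPHA)2 among the genes given here.

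The genes given by name follow a rule set in advance. It took every yeast gene that the paper's text names as measured, for each variant the 3 largest called increases and the 3 largest called decreases whose 5 libraries lay on one side of the wild-type mean, the genes shared by the lists of the mating-defective or of the hyper-invasive variants, and the 3 peaks with most UMIs in wild type and in A160P. LEU2, the other genes of leucine synthesis, the mitochondrial peaks, and the peaks singled out for having UMIs in 1 genotype were chosen after their values were seen. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Motif frequencies at sites, which need the genome sequence, and enrichments of annotated terms were left out.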

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

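The tests of the URA3 counts and of the mitochondrial share in this part were chosen after those values had been seen.

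In groups of 5 replicates, a library was singled out when its distance from the nearest of the others was large against the range of all 5 (Dixon's test at the 95% level). This held in 9 of 113 groups, where chance gives 1 in 20, or 5.65 groups (binomial p = 0.113). KAR4 stood at 83.3 CPM in wild-type replicate 4 and at 60.1 to 65.1 in the other wild-type libraries. SAG1 stood at 1585 in wild-type replicate 3 against 949 to 1105. SST2 was lower in wild-type replicate 5, at 102 against 131 to 141. AGA1 was higher in A160P replicate 5, at 34.2 against 18.4 to 20.6, and GRE1 lower in the same library, at 3.92 against 22.0 to 26.1. GPA1 stood at 78.4 in K146D replicate 3 against 67.9 to 70.8, SIP18 at 69.6 in K150I replicate 4 against 29.1 to 40.7, and FAR1 at 65.1 in K152L replicate 5 against 83.9 to 89.9. URA3, which the authors left out of the test, had 0.396 UMIs per 1000000 in wild-type replicate 2 and 0 in the other wild-type libraries, a single UMI. Of the 8 libraries far off in the other genes, the counting interval reached the nearest other library in 1, so counting error alone does not account for the other 7. A chance share of such libraries was not excluded, 6 of the 8 came from replicates 4 and 5, and no biological explanation was tested. Leaving out A160P replicate 5 brought the GRE1 change in A160P past the threshold, from 1.27 to 1.53 on the log2 scale, and the SIP18 changes in A160P (1.68) and K150I (1.89), while the KAR4, SAG1, AGA1, GPA1 and FAR1 decreases in the mating-defective variants kept their calls with any library left out.

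URA3 counts, which the paper did not analyse, differed between replicates of the same genotype. K146D had 0 URA3 UMIs in replicates 1 to 3 and 289 and 134 in replicates 4 and 5. S158H had 41, 52, 41, 279 and 342, A160P had 50, 43, 56, 28 and 42, and K150A had 35, 36, 14, 0 and 0. K150I had 7, 6, 2, 0 and 0, and K152L had 22, 18, 12, 0 and 0. The wild-type libraries had at most 1. Sequencing depth is argued against, because K146D replicates 4 and 5 had at least 129 UMIs per 1000000, where a count of 0 in the shallowest of replicates 1 to 3 allows 0.765. Reads moved between libraries by barcode errors are argued against for replicates 4 and 5, because all 8 libraries of these replicates of wild type, K150A, K150I and K152L had 0. The low counts in replicates 1 to 3 of K150I and K152L are not covered by this argument. A candidate explanation that stays open and was not tested is that cultures of the same genotype came from isolates that differed at the URA3 locus, since URA3 had been put in place of STE12 and the paper states that its full deletion afterwards was not established. A mixture with cells that carry URA3 stays open as well. Genotype alone does not part these libraries.

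Insertions on the mitochondrial genome, which the paper did not discuss, held 6.89% of the UMIs in S158H replicate 2 and 6.84% (404 UMIs, Wilson 95% interval 6.23% to 7.52%) in S158H replicate 1. The share was 1.90% and 2.57% in K146D, 0.0719% and 0.0853% in A160P, and 1.74% and 0.0487% in the wild-type replicates. Depth is argued against, because the share was higher in S158H replicate 1, the smallest library, than in any library of the other genotypes. A difference between the fusion proteins, reads from nuclear copies of mitochondrial sequence, and a difference in how libraries were made stay open and were not tested. The 2 wild-type libraries differed from each other by more than the Wilson intervals of 1.52% to 1.98% and 0.0166% to 0.143% allow, so genotype alone does not account for the shares.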

How the results depend on the processing

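The alternatives were set before the data were examined, except those chosen after the values had been seen. The later ones are replicates 1 to 3 against 4 and 5 as a covariate, each of these batches alone, calling-card correlations on log10 scales limited to peaks with UMIs in either or both replicates, edgeR on recovered UMIs, and pseudocounts of 10 and 1000 UMIs per 1000000 in the limma fit. Where no cause is given for a change, the cause was not tested.

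RLE size factors, no filter on low counts and keeping URA3 moved no RNA-seq count by more than 1.5 times and changed no call among 93 pairs of a named gene and a variant. DESeq2 called 57 genes in K150A, 9 in K150I and 2 in S158H, gave 1 gene higher in all 4 hyper-invasive variants, and raised 5 of the 93 pairs past the threshold. Fitting each variant with the wild-type libraries alone, which leaves fewer libraries to estimate the spread, called 31 genes in A160P, 26 in K146D, 17 in K150A, 32 in K152L and 1 in S158H, 52 over all variants, with 96.8% of the A160P genes lower and 15 genes lower in all 3 mating-defective variants. Of 91 pairs, 13 lost their calls and 2 gained them. Requiring an absolute log2 fold change above 1 gave 27 genes in A160P, 21 in K146D, 13 in K150A and 26 in K152L, 38 over all variants and 16 shared lower genes, and 7 pairs lost their calls. The experiment as a covariate moved K150A to 61 genes.

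With replicate number as a block, the counts were 159 in A160P, 118 in K146D, 296 in K150A, 24 in K150I, 222 in K152L and 73 in S158H, and 454 over all variants. Of the A160P genes 78.6% were lower, 69 genes were lower in all 3 mating-defective variants and 3 were higher in all 4 hyper-invasive variants. The block takes up differences shared by libraries of the same number, and the dispersion fell from 0.0692 to 0.0160. It brought 18 of the 93 pairs past the threshold. These were FIG2 in A160P (−0.99), K146D (−1.03) and K152L (−0.97), PRM3 in A160P (−1.35), SIP18 in K150I (1.87), A160P (1.44) and S158H (1.88), SPG4 in S158H (1.69), GRE1 in K150I (1.26), A160P (1.25) and S158H (1.38), MSB2 in K152L (−0.38), STE12 in K150I (1.06) and S158H (0.45), and LEU2 in K146D (0.40), K150I (0.41), K152L (0.47) and S158H (0.34). It changed no other call of the 93. Outside the 93 it also called other pairs of the named genes, FUS2 in K150A (0.69), FLO11 in K150I (1.08), KSS1 in A160P (−0.59), K150A (−0.60) and S158H (−0.66), MF(ALPHA)2 (−0.86) and PHO5 (1.0) in K146D, PRY3 in K146D (0.87), K150A (0.64) and S158H (0.43), YCL021W-A in K150I (−0.64) and S158H (−0.60), PRM5 in K150I (−0.53) and S158H (−0.48), HSP26 in S158H (1.68) and TIR1 in K146D (1.74) and K150I (2.37).

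Experiment 1 alone called 235 genes in A160P, 334 in K150A, 97 in K150I, 374 in K152L and 316 in S158H, 654 over all variants, with 60.4% of the A160P genes lower and 7 genes higher in all 4 hyper-invasive variants. Experiment 2 alone called 19 in A160P, 19 in K146D, 2 in K150A, 1 in K150I and 14 in K152L, 26 over all variants, with 100% of the A160P genes lower and 11 shared lower genes. Of the 93 pairs, 39 lost their calls in experiment 2 alone and 3 in experiment 1 alone, which gained 19. Of the alternatives chosen later, replicates 1 to 3 against 4 and 5 as a covariate called 112, 84, 167, 20, 137 and 5 genes in A160P, K146D, K150A, K150I, K152L and S158H, 256 over all variants, with 54 shared lower and 2 shared higher genes. Replicates 1 to 3 alone called 231, 67, 290, 79, 327 and 126 in the same order, 493 over all variants, with 71.9% of the A160P genes lower and 6 shared higher genes. Replicates 4 and 5 alone called 14, 11, 2, 0 and 8 in A160P, K146D, K150A, K150I and K152L, 18 over all variants, with 7 shared lower genes, and 42 of the 93 pairs lost their calls. Replicates 4 and 5 have fewer libraries and fewer UMIs than replicates 1 to 3. The fit of experiment 2 alone mixed replicate 3 with replicates 4 and 5 and had no term for that difference, so a lost call there can reflect a wider spread.

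With each of the 35 libraries left out in turn, the counts ranged from 45 to 60 in A160P, 36 to 46 in K146D, 20 to 41 in K150A, 2 to 6 in K150I, 45 to 61 in K152L and 0 to 1 in S158H. K150A had 20 genes without K150A replicate 2 or wild-type replicate 3, 21 without K150A replicate 1 and 23 without wild-type replicate 1, K150I had 2 without K150I replicate 5 or wild-type replicate 3, and S158H had 1 without wild-type replicate 4. Genes higher in all 4 hyper-invasive variants numbered 0 to 1, with 1 without K150I replicate 4 or K152L replicate 4. The union stayed at 66 to 91 genes, the share of A160P genes that were lower at 87.7% to 95.9%, the shared lower genes at 26 to 33 and the share of these with a wild-type site at 48.5% to 59.3%. Over 3255 fits of a named gene with a library left out, 3170 kept the direction and the side of the threshold, 76 lost the call, 8 gained it and 1 reversed, and the changes fell in 21 of the 93 pairs.

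Among the named genes the direction reversed for 4 RNA-seq changes, none of them called. SIP18 in A160P was −0.37 in replicates 4 and 5 alone, GRE1 in K146D was −0.027 in replicates 1 to 3 alone and −0.024 without K146D replicate 4, the low end of a range that reached 0.215 without K146D replicate 3, FLO11 in K146D was −0.026 in replicates 1 to 3 alone, and LEU2 in K150A was −0.0037 in experiment 2 alone and −0.23 in replicates 4 and 5 alone. In the calling-card data, the difference from wild type in UMIs per 1000000 changed sign when a library was left out in the pairs named here, none of which had p below 0.05 in the proportion test over all libraries. It reversed at PRM1 in K146D, to 63.9 without K146D replicate 1 and 115 without wild-type replicate 1, with the other end at −158.4 without K146D replicate 2. It reversed at PRM1 in K152L, to 60.1 without wild-type replicate 1, with the other end at −174.7 without wild-type replicate 2, and at SHO1 in K146D, to −55.5 without K146D replicate 1, with the other end at 968 without K146D replicate 2. PRM1 had 3 wild-type UMIs, so its direction is not settled at this depth. The others were KAR4 in K150I (from 619 to −1958 without K150I replicate 1 and −6678 without wild-type replicate 1, the last with p = 0.015 by the chi-square test of proportions), TEC1 in K146D (from 1278 to −380.6 without wild-type replicate 1) and S158H (from −451.5 to 134.3 without S158H replicate 1 and 348.7 without wild-type replicate 2), PRM1 in K150I (from 28.1 to −52.6 without K150I replicate 1 and −48.3 without wild-type replicate 2), GPA1 in A160P (from −34.1 to 36.6 without A160P replicate 1 and 71.5 without wild-type replicate 1), AGA1 in K150A (from −600.0 to 21.0 without wild-type replicate 2) and K152L (from 848.9 to −438.2 without wild-type replicate 1), FIG2 in K146D (from 84.5 to −394.5 without K146D replicate 1), FUS2 in K150A (from −125.8 to 311 without K150A replicate 1 and 62.6 without wild-type replicate 2) and K152L (from 265 to −125.4 without wild-type replicate 1), and MSB2 in A160P (from 367.6 to −201.8 without A160P replicate 2).

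The lowest correlation between wild-type RNA-seq libraries moved to 0.919 over the genes that passed the filter and by less than the spread of the pairs otherwise. Calling-card replicate correlations, in the order wild type, A160P, K146D, K150A, K150I, K152L and S158H, were 0.833, 0.803, 0.881, 0.909, 0.911, 0.877 and 0.867 on log10(UMI count + 1), 0.610, 0.695, 0.698, 0.713, 0.610, 0.538 and 0.747 by Spearman's rho, and 0.956, 0.997, 0.940, 0.979, 0.979, 0.980 and 0.956 without the 2 largest peaks. On the scales chosen later they were 0.867, 0.643, 0.823, 0.850, 0.859, 0.818 and 0.752 over peaks with a UMI in either replicate, and 0.911, 0.698, 0.884, 0.899, 0.930, 0.90 and 0.814 over peaks with a UMI in both.

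Sites at a minimum of 1 UMI numbered 389 in A160P, 659 in K146D, 486 in K150A, 282 in K150I, 242 in K152L and 517 in S158H, and at a minimum of 10 they numbered 161 in wild type, 21 in A160P, 155 in K146D, 115 in K150A, 96 in K150I and 68 in S158H. Thinning to the smallest library moved no site count by more than 1.5 times. Sites counted in 1 remaining replicate ranged from 282 to 559 in wild type (559 without replicate 2), 192 to 235 in A160P, 396 to 477 in K146D, 298 to 299 in K150A, 177 to 207 in K150I, 147 to 176 in K152L (176 without replicate 1) and 313 to 329 in S158H. Dropping the requirement of a second replicate raises every count by construction. The overlap between variants was 8.74% to 22.5% with a median of 13.4% at a minimum of 1 UMI, and 8.13% to 29.6% with a median of 23.1% as a share of the smaller set, with 11.0% and 26.5% for K146D and K152L. The lowest overlap was 0% at a minimum of 10 UMIs. With single libraries left out, the highest overlap was 14.3% to 23.8% (23.8% without A160P replicate 1) and that of K146D and K152L 6.49% to 13.2% (13.2% without K152L replicate 1), while the lowest stayed at 3.30% to 5.03% and the median at 7.24% to 10.1%.

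Of 90 proportion tests at named genes, 68 gave p below 0.05, 69 by Fisher's exact test, 68 after Benjamini-Hochberg adjustment, 68 when both replicates also had to lie on one side of both wild-type replicates, and 66 to 71 with a library left out. The limma fit called 51 of the 90, 39 with TMM, 42 with DESeq2, 51 without the filter, 47 with the largest peaks left out of the library size, and 37 to 59 with a library left out. Over all 985 gene windows and 6 variants, limma made 2466 calls, 2218 with TMM and 2416 with the largest peaks left out of the library size, but DESeq2 made 550. edgeR on the recovered UMIs, chosen later, made 2342. The fit without wild-type replicate 1 made 1660. The alternatives chosen later called 63 with edgeR, 43 with a pseudocount of 10 and 57 with a pseudocount of 1000 UMIs per 1000000. Calling-card libraries of the same replicate number did not deviate together (r from −0.0206 to 0.0848), so they share only a number, and the fit with the replicate block called 50 of the 90.

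Depth limits what can be said of genes with few UMIs. PRM1, GPA1 and FIG2 had 3, 2 and 18 wild-type UMIs in their promoter windows over both replicates, and a window at 0 in a variant allows up to 3 UMIs in each library. Not run were the comparison with libraries of the transposase alone and every analysis of the sequence at the sites, for which no genome sequence was used here.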

Differences from the paper's values

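The alternatives named in this part were set before the data were examined, and those added after the values were seen are named as such. For the genes differentially expressed in any variant, the paper's value is 145 and the value here is 83. DESeq2 (117) and the experiment as a covariate (124) gave values within 1.5 times the paper's. RLE size factors (81), no filter (79), each variant fitted with wild type alone (52), the replicate block (454), experiment 1 alone (654), experiment 2 alone (26), URA3 kept (84) and a minimum log2 fold change of 1 (38) did not, nor did any fit with a library left out. The fewest genes in a variant were 15 in the paper and 0 here, for S158H by edgeR, which had 179 genes at an unadjusted p below 0.05. None of the alternatives came within 1.5 times the paper's value. The replicate block gave 24, experiment 1 alone 64 and DESeq2 2, and the others set in advance gave 0 or 1. Of those added after the values were seen, replicates 1 to 3 against 4 and 5 as a covariate gave 5. Replicates 1 to 3 alone gave 67, and replicates 4 and 5 alone 0.

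For genes lower in all 3 mating-defective variants, the paper's value is 18 and the value here is 33. Fitting each variant with wild type alone (15), a minimum log2 fold change of 1 (16) and 5 of the 35 fits with a library left out lay within 1.5 times the paper's value, while RLE size factors (33), DESeq2 (37), no filter (31), the experiment as a covariate (41), the replicate block (69), experiment 1 alone (35), experiment 2 alone (11) and URA3 kept (33) did not. The paper's share of these genes that were targets of wild-type Ste12 is 78%, and the share here is 51.5%. A minimum of 1 UMI (57.6%), fits of each variant with wild type alone (60%) and 22 of the 35 fits with a library left out were within 1.5 times. A minimum of 10 UMIs (39.4%), RLE size factors (51.5%), DESeq2 (51.4%), no filter (48.4%), the experiment as a covariate (50.0%), the replicate block (42.4%), experiment 1 alone (50.0%), experiment 2 alone (45.5%), URA3 kept (51.5%) and a minimum log2 fold change of 1 (50.0%) were not. The paper assigned peaks by transcription start sites, and coding starts were used here.

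The lowest correlation between RNA-seq replicates is 0.97 in the paper and 0.954 among the wild-type libraries here. It stayed below the paper's by more than the spread of the pairs with pseudocounts of 0.1 (0.945) and 10 (0.952) CPM, over genes that passed the filter (0.919), on linear CPM (0.948) and by Spearman's rho (0.945). The lowest calling-card replicate correlation apart from A160P is 0.69 in the paper and 0.964 here. The alternatives lay on both sides of it, with 0.833 on log10(UMI count + 1), 0.538 by Spearman's rho, 0.962 over peaks with a UMI in either replicate and 0.940 without the 2 largest peaks. On the log10 scales chosen after the values were seen it was 0.752 over peaks with a UMI in either replicate and 0.814 over peaks with a UMI in both, in S158H each time. The highest is 0.91 in the paper and 0.984 here. It was 0.911 on log10(UMI count + 1), a scale that brings it to the paper's value, and 0.747, 0.983 and 0.980 under the other alternatives in the same order. For A160P the paper's value is 0.37 and the value here is 0.999, the highest of the genotypes. It was 0.803 on log10(UMI count + 1), 0.695 by Spearman's rho, 0.999 over peaks with a UMI in either replicate and 0.997 without the 2 largest peaks. A160P had the lowest value of the 7 genotypes on log10(UMI count + 1), as in the paper's order. It was also the lowest on log10 scales chosen after the values were seen, at 0.643 over peaks with a UMI in either replicate and 0.698 over peaks with a UMI in both.

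The lowest overlap of sites between variants is 10% in the paper and 3.77% here. A minimum of 1 UMI (8.74%) and the share of the smaller set (8.13%) were within 1.5 times the paper's value, while a minimum of 10 UMIs (0%) and thinning (2.71%) were not. The paper's text does not give the formula.

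The paper states that A160P had the fewest insertion sites. Here K152L had fewer at minimums of 3 and 1 UMI (113 and 242, against 123 and 389 for A160P), and A160P had the fewest at a minimum of 10 UMIs (21) and after thinning (92). The paper names K146D and K152L as the pair with the highest overlap. Here it was K150A and S158H, at 14.3% against 6.98%, and as a share of the smaller set K150I and S158H, at 29.6% against 26.5%. Of KAR4, FUS1 and TEC1, which the paper names near sites common to all variants, none was near a site of all genotypes at a minimum of 3 UMIs, KAR4 and TEC1 were at a minimum of 1 UMI, and FUS1 was not at either. SAG1, FUS2, MSB2 and STE12 were near sites of all genotypes at a minimum of 3 UMIs.

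Of the 8 genes the paper describes by their step in mating, 7 were lower in all 3 mating-defective variants here, and FIG2 was called in none of them by edgeR, with log2 fold changes of −0.999, −1.04 and −0.92. The replicate block and the experiment as a covariate called FIG2 in all 3, as did replicates 1 to 3 alone and replicates 1 to 3 against 4 and 5 as a covariate, both added after the values were seen. DESeq2 called it in K146D, experiment 1 alone in K146D and K152L, and leaving out A160P replicate 4 called it in A160P. Of the 4 genes with a reduced binding signal in all mating-defective variants in the paper, KAR4, SST2 and PRM3 had p below 0.05 in all 3 by the proportion test here, while PRM1 did not, with 3 wild-type UMIs (Fisher's exact test, p = 0.267, 1.00 and 0.628). PRM3 was among the lower genes in K146D alone. In A160P it was called by DESeq2, by the replicate block and without A160P replicate 3 or K150I replicate 2, and in K152L by none of the alternatives.

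The paper gives SIP18, SPG4 and GRE1 as higher in the hyper-invasive variants together. Of the 12 pairs of these genes and the 4 variants, all were above wild type and 6 were called by edgeR, all 3 genes in K150A and in K152L. None of the 6 was called in experiment 2 alone (adjusted p from 0.3115 to 1.00, edgeR), where the changes were 1.19 to 3.09. The fits with wild type alone did not call SPG4 in K152L (adjusted p = 0.110, edgeR) or GRE1 in K150A (adjusted p = 0.077, edgeR). In K150I, SIP18 was called by DESeq2, by the fit with wild type alone, by the replicate block, by experiment 1 alone and without A160P replicate 5, SPG4 by experiment 1 alone, and GRE1 by the replicate block and experiment 1 alone. Of the alternatives added later, replicates 1 to 3 alone called SIP18 and GRE1 in K150I, and replicates 1 to 3 against 4 and 5 as a covariate called SIP18. The paper also states that K150A and K150I alone raised genes of the osmotic response, and here the 3 genes were called in K150A and K152L and not in K150I. It states that MSB2 and SHO1 did not differ from wild type in the RNA-seq data. SHO1 was called in none of the variants here, while MSB2 was called lower in A160P (−0.70) and K146D (−0.65) by edgeR and with each library left out. The K146D change was not called in experiment 1 alone (−0.54, adjusted p = 0.081, edgeR) or experiment 2 alone (−0.72, adjusted p = 0.072, edgeR), nor the A160P change in experiment 2 alone (−0.66, adjusted p = 0.124, edgeR), and neither was called in replicates 4 and 5 alone, chosen later. The paper's RT-PCR, which was not analysed here, had both genes higher in hyper-invasive variants, and in the RNA-seq data neither was called higher.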

Other observations

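The tests on the first principal component, of the experiments named in the labels and of molecules from other libraries were chosen after the result was seen, as were the fits with replicates 1 to 3 against 4 and 5.

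RNA-seq replicates 1 to 3 and replicates 4 and 5 lay apart on the first principal component (54.3% of the variance) in 7 of 7 genotypes. The labels place the division elsewhere, between replicates 1 and 2 and replicates 3 to 5, and replicate 3 lay nearer replicates 1 and 2 in 7 of 7 genotypes, which argues against the 2 sequencing experiments as the source. Depth is argued against by thinning every library to 1039390 UMIs, after which the first component (44.2%) still parted 7 of 7. A growth or library batch shared by all genotypes is a candidate explanation. The parting in every genotype is the observation that prompted it, so it does not test it. What differed between the batches is not given in the sources used here. Because each batch holds all genotypes, the comparisons within batches are free of it. Genes lower in all 3 mating-defective variants numbered 42 in replicates 1 to 3 alone, 29 of them among the 33 found over all libraries, and 7 in replicates 4 and 5 alone, all 7 of them among the 33.

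In 100 splits per variant of the 5 variant and 5 wild-type libraries into groups of 5, the real split included, as many genes as in the real split were called in 1 of 100 for A160P, K146D, K150A, K150I and K152L, the real split itself. The other splits called at most 5, 0, 4, 0 and 3 genes. Chance is thus excluded for these 5 variants at this number of splits, if any pairing by replicate number is disregarded. The K150I count rests on 4 genes. Among the 13 splits that parted all pairs of the same replicate number, the others called at most 3, 0, 4, 0 and 3. With the real split as 1 of 13, these splits are too few to exclude chance at the 5% level. For S158H the real split called 0 genes, so all 100 of 100 splits had to give as many and the count decides nothing about chance. The splits that followed replicates 4 and 5 gave up to 2 genes for S158H, more than the real split, and the fit with replicate number as a block gave 73, for which splits were not counted.

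STE12 and LEU2, which the plasmid carries, were both higher in variants than in wild type. STE12 rose by 1.85 on the log2 scale in A160P, with increases called in 4 of 6 variants, and the block fit called it also in K150I (1.06) and S158H (0.45). LEU2 rose by 0.86 in A160P (adjusted p = 0.0236, edgeR) and by 0.10 to 0.52 in the other variants, which were not called. The A160P call of LEU2 was lost without A160P replicate 1, 2 or 3 or wild-type replicate 1, 4 or 5 (0.79 to 0.89), and the block fit called LEU2 also in K146D, K150I, K152L and S158H. A change in leucine synthesis is argued against, because 9 other genes of that pathway had a median log2 fold change of 0.0704 in A160P (−0.04 to 0.42). With genotype and replicate number removed, STE12 and LEU2 went together over the 35 libraries (Pearson r = 0.437, permutation p = 0.0086, Spearman rho = 0.425, permutation p = 0.011, from 100000 permutations). The r was 0.383 without the 2 libraries farthest from the STE12 median, 0.521 within replicates 1 to 3 and 0.382 within replicates 4 and 5, and 2 of 100 random genes had as high an r with LEU2. The highest of these was 0.453, so the r of STE12 lay within the range of random genes. This was the 1 relation of its kind computed. More plasmid per cell in some strains stays open as a hypothesis, which this relation does not decide. The STE12 rise in A160P was larger than that of LEU2, the difference was not tested, and an effect of each variant on STE12 itself stays open, since wild-type Ste12 has a site in the STE12 promoter window.

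The genes lower in all 3 mating-defective variants include some with no role in mating named in the paper, such as PEX8, DSL1 and NDJ1. Reads shared with a neighbouring gene stay open. Among the 33 genes 0 pairs lay next to each other on a chromosome, but 10000 random sets of 33 from 5610 genes had a median of 0 too, so the count excludes nothing, and neighbours outside the list were left out of it. Of the 33, 17 had a wild-type site in their promoter window, and a loss of Ste12 binding stays open as a biological explanation.

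Calling-card peaks were shared by the replicates of a genotype and by few other genotypes. After every library was thinned to 5904 UMIs, libraries of 1 genotype shared 36.0% to 67.2% of their peaks, with a median of 61.2%, and the 84 pairs of libraries of different genotypes 2.34% to 29.8%, with a median of 9.94%, so depth is argued against. Some peaks were confined to 1 genotype at high counts. A peak in the windows of CBS1 and IDP1 on chromosome IV from 333931 to 334033 had 196 and 91 UMIs in wild type and 1 in all other libraries together. Variant-specific binding at promoters and replicates that hold the same insertion events cannot be told apart from these files. If the sites of 1 genotype were binding at promoters, they would lie in promoter windows as often as shared sites. With sites on the mitochondrial genome left out, they did so in 72.2% of 747, against 81.9% of 94 sites found in 3 or more genotypes (odds ratio 0.572, Fisher's exact test, two-sided, p = 0.0478), a difference too near the threshold to decide. If replicates held the same events, they would also share insertions on the mitochondrial genome, where Ste12 is not expected to bind. Among the 5 libraries with at least 100 such UMIs, thinned to 160, the 2 pairs of 1 genotype shared 76.8% and 80.3% of those peaks and the 8 pairs of different genotypes 61.1% to 74.6%, with a median of 67.9%, too few pairs to decide. The limma fit takes the replicates as independent. It called from 365 to 482 of 985 gene windows per variant, where DESeq2 called 71 to 119, and if the replicates held the same events, the spread behind those calls would be too small.

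Wild-type replicate 1 had UMIs in 1168 peaks and replicate 2 in 393. Depth is argued against, because replicate 1 thinned to the 6165 UMIs of replicate 2 still had 881 (860 to 905 in 20 thinnings). The 789 peaks found in replicate 1 alone held 1982 UMIs, with a median of 2 each. Molecules carried over from the other libraries in proportion to their UMIs are argued against. Such molecules would lie in peaks with many UMIs in other genotypes, but replicate 1 had UMIs in 41.6% (36.7% to 46.8%, Wilson 95%) of the 365 peaks with the fewest UMIs elsewhere and in 50.0% (45.1% to 54.9%) of the 404 with the most, where 1000 proportional draws gave a median of 5.48% and at most 9.59% in the former. Background insertions unrelated to binding in that culture stay open and were not tested, and no biological explanation was tested, since both libraries are wild type.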
